# A novel mechanism of auxin habituation: upregulation of auxin receptor TRANSPORT INHIBITOR RESPONSE 1 allows cell proliferation independent of external auxin

**DOI:** 10.1111/nph.70763

**Published:** 2025-12-09

**Authors:** Pavel Jelínek, Karel Müller, Eliška Kobercová, Adéla Přibylová, Milada Čovanová, Petre I. Dobrev, Roberta Vaculíková, Zuzana Vondráková, Lenka Helusová, Anita Bírošíková, Lukáš Fischer, Jan Petrášek

**Keywords:** auxin, auxin autonomy, cell division, cell line, habituation, *Nicotiana tabacum*, TIR1

## Abstract

- Exogenously applied auxins are essential for establishing cell lines in tissue cultures and maintaining their proliferation. Cell lines may develop the ability to proliferate even in media lacking auxin, they may become auxin‐habituated. This study investigated the mechanisms underlying this process.
- Here, we conducted comprehensive auxin metabolic profilings, pharmacological treatments and transcriptomic comparisons in two independently habituated tobacco cell lines, BY‐2H and VBI‐2, derived from cell lines of cultivars Bright Yellow (BY‐2) and Virginia Bright Italia (VBI‐0).
- Our results show that both habituated lines developed different mechanisms of auxin autonomy. In VBI‐2, increased expression of MADS‐domain transcription factor genes suggests epigenetically determined habituation. By contrast, in BY‐2H, genome resequencing identified a massive amplification of the genomic region containing the TRANSPORT INHIBITOR RESPONSE 1 (TIR1) gene, causing its strong upregulation. Mimicking this by inducible overexpression of TIR1 in the auxin‐dependent BY‐2 line allowed its proliferation in the absence of exogenous auxin.
- Compensating for auxin deficiency by increasing level of its receptor is a very intriguing phenomenon. The amplification of the TIR1 genomic region is a unique example of in‐flask microevolution under strong selection pressure with potential interest for biotechnological applications.

## Introduction

Indole‐3‐acetic acid (IAA) is the most abundant and best characterized naturally occurring auxin. Other compounds with auxin activity have been identified, including 4‐chloro‐indole‐3‐acetic acid, phenylacetic acid, as well as synthetic 2,4‐dichlorophenoxyacetic acid (2,4‐D) and 1‐naphthylacetic acid (NAA; Simon & Petrášek, 2011). Auxins exert their effects through a number of signaling pathways. Based on studies in *Arabidopsis thaliana*, in the canonical signaling pathway, IAA binds to auxin receptors TRANSPORT INHIBITOR RESPONSE 1 (TIR1) and AUXIN F‐BOX 2, 3, 4, 5 (AFB2, 3, 4, 5). IAA binding allows for the interaction between the auxin and the AUXIN/INDOLE‐3‐ACETIC ACID (AUX/IAA) transcriptional repressors, which undergo ubiquitination and degradation upon interaction with TIR1/AFBs (Dharmasiri *et al*., 2005a,b). Following the degradation of the repressor, type A AUXIN RESPONSE FACTORs (ARFs) released from the interaction with AUX/IAA promote the expression of auxin‐induced genes (Leyser, 2018; Hernández‐García *et al*., 2024; Jaiswal *et al*., 2024). An additional mode of action has been proposed based on the adenylate cyclase activity of TIR1 and AFB5 (Qi *et al*., 2022), or the guanylyl cyclase activity of AFB1 (Qi *et al*., 2023). Moreover, signaling by cytoplasmic AFB1 in rapid nontranscriptional inhibition of root growth was shown to include membrane depolarization and calcium efflux (Serre *et al*., 2021; Chen *et al*., 2023; Dubey *et al*., 2023). Finally, the signaling pathway dependent on the extracellular perception of auxin by AUXIN BINDING PROTEIN 1 interacting with TRANSMEMBRANE KINASE initiates a specific phosphorylation signal within the cell (Friml *et al*., 2022; Yu *et al*., 2023; Rodriguez et al., 2025).

The regulation of auxin homeostasis occurs at multiple levels, with the most extensively studied aspect being the transport of auxin. This encompasses both free transport across the cell membrane by diffusion and transport facilitated by proteins (Hammes & Pedersen, 2024). In contrast to the field of auxin transport, the area of auxin metabolism remains relatively understudied. Based on the identified precursors, several auxin biosynthetic pathways have been postulated; however, only one pathway has been fully characterized, including the precursor indole‐3‐pyruvate and activities of enzymes from the TRYPTOPHAN AMINO TRANSFERASE (TAA) and flavin‐containing monooxygenases (YUCCA) gene families (Mashiguchi *et al*., 2011; Cao *et al*., 2019). Furthermore, IAA is metabolized by a series of enzymatic reactions that contribute to the fine‐tuning of free IAA levels. IAA can be reversibly inactivated by conjugation with amino acids and sugars, or irreversibly inactivated by oxidation catalyzed by DIOXYGENASE FOR AUXIN OXIDATION1 (LeClere *et al*., 2002; Staswick *et al*., 2005; Casanova‐Sáez *et al*., 2021; Hayashi *et al*., 2021; Müller *et al*., 2021). In general, the interplay between auxin transport, metabolism and signaling controls plant growth and development (Vanneste *et al*., 2025).

The evolution of plants has led to remarkable developmental adaptability, achieved through tightly controlled cell divisions and differentiation (Bowles *et al*., 2023). Plant cell lines, now also listed and annotated in Cellosaurus (Bairoch, 2018), represent a simplified system, in which regulated cell division and differentiation are achieved under specific conditions (Maruyama *et al*., 2020; Bapat *et al*., 2023). While the main progress in the cultivation and establishment of plant cell lines was made in the middle of the last century (Heller, 1953; Murashige & Skoog, 1962; Thorpe, 2007), their applications in plant cell‐based bioproduction are still limited (Xu *et al*., 2025).

For the optimal growth of the majority of cell lines, the presence of exogenously applied synthetic auxin like 2,4‐D is required (Matsumoto *et al*., 1971; Opatrný & Opatrná, 1976; Yokoya & Handro, 1996; Ngomuo *et al*., 2013; Mayerni *et al*., 2020). A reduced concentration or withdrawal of external auxin typically arrests the cell cycle in G1 or G2 phases. The application of auxin on the other hand stimulates the progression through G1/S and G2/M checkpoints by the induction of specific CYCLINs and CYCLIN‐DEPENDENT KINASEs (Shimotohno *et al*., 2021).

In plant research, one of the most significant cell lines is the tobacco cell line BY‐2, established in the late 60s from *Nicotiana tabacum* L. cv Bright Yellow 2 plants and primarily used in the tobacco industry at the Central Research Institute of Japan Monopoly Corp. It was later established as a cellular model for basic research of the cell cycle, membrane and cytoskeletal dynamics, and many others (Matsumoto *et al*., 1971; Kato *et al*., 1972; Nagata *et al*., 1992, 2004). By the process of habituation, at least two cell lines independent of exogenous auxin addition were derived from the original BY‐2 cell line. The 2B‐13 line was habituated by decreasing auxin concentration in the media and UV irradiation (Shimizu *et al*., 2006); however, it has been lost without understanding of the habituation mechanism (Nagata et al., 2023). Fortunately, another auxin‐habituated line BY‐2H, derived by cultivation of cells in the media with low IAA concentrations (Syono & Furuya, 1974) can be obtained from the Riken database (Syono & Fujita, 1994). In addition, auxin habituation was also induced in the tobacco cell line derived from the cultivar Virginia Bright Italia (Opatrný & Opatrná, 1976; Qiao *et al*., 2010).

In this work, we utilized pairs of auxin‐dependent and auxin‐habituated cell lines, that is BY‐2/BY‐2H and VBI‐0/VBI‐2 (established in this work). We present a thorough metabolomic, pharmacological and transcriptomic characterization of these lines and show that the mechanism of habituation is different in the two habituated lines. While we hypothesize about epigenetic causes in VBI‐2 cells, in the BY‐2H line we succeeded in discovering a novel mechanism of auxin habituation based on the tobacco *TIR1* homolog multiplication, which confers sensitivity to very low levels of auxin in this line.

## Materials and Methods

### Plant material and chemicals

BY‐2 cell line (*Nicotiana tabacum* L. cv Bright Yellow 2) was cultured in Murashige and Skoog (MS) medium (3% sucrose (w/v), 4.3 g l^−1^ MS salts, 100 mg l^−1^ myo‐inositol, 1 mg l^−1^ thiamin, 0.2 mg l^−1^ 2,4‐D and 200 mg l^−1^ KH_2_PO_4_; pH 5.8; Murashige & Skoog, 1962; Kato *et al*., 1972). Habituated BY‐2H cell line rpc00036 was obtained from the Riken BRC experimental plant web and cultured in MS medium without 2,4‐D. VBI‐0 cell line (*Nicotiana tabacum* cv. Virginia Bright Italia) was cultured in modified Heller medium supplemented with 1 mg l^−1^ 2,4‐D and 1 mg l^−1^ NAA (Heller, 1953; Opatrný & Opatrná, 1976). Habituated VBI‐2 cell line, derived from the original VBI‐0 by the protocol described in Qiao *et al*. (2010), was cultured in modified Heller medium without the supplemented auxins. Suspension cultures were maintained under continuous shaking (150 rpm; orbital diameter 30 mm), and subcultured every 7 (BY‐2) and 14 (BY‐2H, VBI‐0 and VBI‐2) days. Stock calli were maintained on the same media solidified with 0.7% (w/v) agar and subcultured monthly. All cultivations were performed in the dark at 27°C. All chemicals were purchased from Merck unless stated otherwise.

### Treatments

Inhibitors of auxin biosynthesis Yucasine DF obtained from Prof. Ken‐Ichiro Hayashi (Okayama University, Japan) and l‐kynurenine, both dissolved in dimethyl sulfoxide (DMSO; He *et al*., 2011; Tsugafune *et al*., 2017), were added in final concentrations of 20 and 2 μM, respectively, at the beginning of the subculture interval in combined treatments. Effects on cell division and auxin metabolism were scored after two (BY‐2) or three (BY‐2H, VBI‐0, VBI‐2) days in cell suspensions and after 2 wk in calli (He *et al*., 2011; Tsugafune *et al*., 2017). The effects of inhibitors of auxin signaling auxinole and PEO‐IAA (both dissolved in DMSO; Hayashi *et al*., 2008, 2012) were scored after 2 d in suspensions. The final concentrations of the inhibitor were 5, 10, 20, 50 and 100 μM. The same amount of the solvent was added to the control samples. Cell densities were determined by counting cells in at least 10 aliquots of each sample using a Fuchs‐Rosenthal hemocytometer slide.

### Gene construct preparation and transformation of cells

All vectors for transformation were prepared using the GoldenBraid 2.0 cloning system (Sarrion‐Perdigones *et al*., 2013). The DNA parts of the system were obtained from Diego Orzaez (Addgene Kit, no.: 1000000076) or the MoClo Toolkit, from Sylvestre Marillonnet (Addgene Kit, no.: 1000000044). For inducible upregulation of transcription, GoldenBraid‐compatible components from the β‐estradiol‐inducible expression system (Zuo *et al*., 2000) were used. The specific cDNA parts were prepared in the Laboratory of Hormonal Regulation in Plants IEB, Prague. The BsmBI and BsaI (Thermo Fisher Scientific, Waltham, MA, USA, or New England Biolabs, Ipswich, MA, USA) type II restriction cloning enzymes were used. The T4 ligase (Promega) was used for the ligation of individual cloning parts. For upregulation of genes involved in auxin biosynthesis, *NtTAA1T* and *NtYUCCA3T* coding sequences (GenBank IDs XM_016652894.1 and XM_016640518.1, respectively) were cloned. For inducible upregulation of auxin perception, a coding sequence of *NtTIR1T* (GenBank ID XM_016613973.1) was used. The transformation of 3‐d‐old tobacco cells (Petrášek *et al*., 2003) was performed by co‐incubation with *Agrobacterium tumefaciens* strain GV2260 (An *et al*., 1985). Transformants were regenerated on selection media containing 20 μg ml^−1^ Hygromycin B and 100 μg ml^−1^ Cefotaxime. For the induction of expression of gene constructs carrying the XVE system, 1 μM β‐estradiol was used. The positive transformants were screened using reverse transcription‐quantitative polymerase chain reaction (RT‐qPCR) or by light microscopy. Two lines with the most profound upregulation of the target were used for functional experiments.

### RNA isolation and sequencing analysis

Total RNA was isolated from 50 to 100 mg of cells using the RNeasy Plant Mini Kit (Qiagen) or Spectrum™ Plant Total RNA Kit (Sigma‐Aldrich) and treated with the DNA‐Free Kit (Thermo Fisher Scientific). RNA purity, concentration and integrity were evaluated on 0.8% agarose gels (v/w) and by the RNA Nano 6000 Assay Kit using the Bioanalyzer instrument (Agilent Technologies). For RNA‐seq analysis, *c*. 5 μg of RNA was submitted for the service procedure provided by GATC‐Biotech or Novogene companies. The analysis resulted in at least 15 million 50‐bp long reads (BY‐2, VBI‐0 and VBI‐2 samples) or at least 15 million 150‐bp read pairs (BY‐2H samples). Rough reads were quality‐filtered using Rcorrector and Trim Galore scripts (Song & Florea, 2015). Transcript abundances (transcripts per million – TPM) were determined using Salmon (Patro *et al*., 2017) with parameters ‐‐posBias, ‐‐seqBias, ‐‐gcBias, ‐‐numBootstraps 30. An index was built from the *Nicotiana tabacum* v.1.0 cDNA dataset (Edwards *et al*., 2017). Visualization, quality control of data analysis and determination of differentially expressed genes (DEGs) were conducted using the sleuth (v.0.29.0) package in R (Pimentel *et al*., 2017). Transcripts with *q*‐value ≤ 0.05 and log_2_ fold change ≥ 1 (upregulated) or ≤ −1 (downregulated) were considered to be significantly differentially expressed. Other criteria for the selection of the gene list of interest are specified in the corresponding results section. Gene Ontology (GO) analysis (statistical overrepresentation test) was performed using the Panther Classification System (Mi *et al*., 2019).

### DNA isolation and sequencing

Genomic DNA was isolated from *c*. 50 mg of freshly collected BY‐2 and BY‐2H cells using the DNeasy Plant Mini Kit. Two milligrams of purified DNA was submitted for whole‐genome resequencing service provided by the Institute of Applied Biotechnologies (IAB) Co. A total of 792 and 652 million read pairs (150 bps each) were obtained for the BY‐2 and BY‐2H lines, respectively. Rough reads were processed using the fastp tool (Chen, 2023) and mapped against the *Nicotiana tabacum* reference genome (Nitab v.1.0 Scf Edwards 2017; Edwards *et al*., 2017) using Bwa (Li & Durbin, 2010). Resulting BAM files were sorted, and duplicated reads were removed using Picard tools (https://broadinstitute.github.io/picard/). Coverage depth was assessed by samtools (Danecek *et al*., 2021).

### Quantitative polymerase chain reaction

Gene copy numbers of *NtTIR1T* and *NtTIR1S* were estimated using quantitative real‐time PCR. The reaction was performed using GoTaq qPCR Master Mix (Promega) at 58°C annealing temperature on a LightCycler480 instrument (Roche). 20× diluted DNA isolated as described above was used as the reaction template. Sequences of specific primers are listed in Supporting Information Table S1. The ratio of *NtTIR1T*/*NtTIR1S* gene copies was calculated using the equation:

$$\text{ratio}=\frac{{\mathrm{eff}}_{\text{NtTIR}1S}^{{\mathrm{CP}}_{\text{NtTIR}1S}}}{{\mathrm{eff}}_{\text{NtTIR}1T}^{{\mathrm{CP}}_{\text{NtTIR}1T}}}$$

where eff stands for qPCR efficiency estimated using a serial dilution of template DNA, and CP stands for the respective crossing points. The experiment was done using three independently isolated DNAs and two technical repetitions of qPCR reaction.

### Reverse transcription ‐ quantitative polymerase chain reaction

Approximately 1 μg of DNAse‐treated RNA was reverse‐transcribed using M‐MLV reverse transcriptase, RNase H‐, point mutant (Promega). RT‐qPCR was performed using GoTaq qPCR Master Mix (Promega) at 58°C annealing temperature on a LightCycler480 instrument (Roche). PCR efficiency was estimated using serial dilution of template cDNA. Tobacco elongation factor 1a and aminopeptidase‐like genes (GenBank accession nos.: NM_001326165 and XM_016640300, respectively) were used as references for validating RNA‐seq data. Relative transcript abundancies were then calculated using the equation:

$$\mathrm{rel}.\text{transcript level}=\frac{\sqrt{{\mathrm{eff}}_{\mathrm{ref}1}^{{\mathrm{CP}}_{\mathrm{ref}1}}.{\mathrm{eff}}_{\mathrm{ref}2}^{{\mathrm{CP}}_{\mathrm{ref}2}}}}{{\mathrm{eff}}_{\text{target}}^{{\mathrm{CP}}_{\text{target}}}}$$

where eff_ref_ and eff_target_ stand for the qPCR efficiencies of reference and target genes, respectively, and CP_ref_ and CP_target_ stand for the respective crossing points of reference and targets genes. Positive transcript levels and the quality of PCR products were verified by melting curve analysis. Primer sequences are shown in Table S1.

### Gene annotations

Individual genes were annotated using the same principle as in Müller *et al*. (2021). In general, the annotation of genes followed information available at SOL Genomics Network under *Nicotiana tabacum* TN90 and *Nicotiana tabacum* v1.0 datasets (Sierro *et al*., 2014; Edwards *et al*., 2017). GenBank IDs were assigned according to the closest homolog using blastn. For enhanced clarity, selected genes were named according to the closest homolog in *Arabidopsis thaliana*. Endings of the name (*S* or *T*) correspond to the closest homolog in either *Nicotiana sylvestris* or *Nicotiana tomentosiformis*.

Selection of genes related to auxin homeostasis and signal transduction was based on the annotation of *Arabidopsis thaliana*, which included 522 genes assigned to the GO terms ‘response to auxin’ or ‘auxin‐activated signaling pathway’. In order to get a more complete image, we manually added genes related to auxin biosynthesis, transport and metabolism to the set. Using the tblastx function, we found their closest homologs in the *Nicotiana tabacum* reference dataset (994 transcripts of which 851 were distinguished as detected in at least one sample group). The resulting annotation of tobacco transcripts/genes is included in the supplementary data file (Table S4, to be described later).

Selection of strong candidate transcription factors (TFs) that might be important for the proliferation of the auxin‐habituated lines, we defined the following stringent criteria: transcript abundance (TPM) in all auxin‐dependent (BY‐2, VBI‐0) samples ≤ 0.5 and in all auxin‐habituated samples (BY‐2H or VBI‐2) ≥ 1 (Table S6, to be described later).

### IAA metabolic profiling

For the estimation of endogenous levels of IAA and its metabolites, 2‐d‐old BY‐2 and 5‐d‐old BY‐2H, VBI‐0 and VBI‐2 were cultured in their respective media without any additional supplements. For the purification of IAA metabolites, samples were collected (50–100 mg of cells per sample) by filtrating the cells from the media and immediately transferring them to liquid nitrogen. Extraction and purification were performed as described in Dobrev & Kamínek (2002) and Dobrev *et al*. (2017, 2023). For the IAA profiling experiments, IAA (1 μM) was added to the cells for 2 h, and then, the cells were collected as described previously. The analysis was performed by liquid chromatography mass spectrometry (LC‐MS) consisting of UHPLC 1290 Infinity II (Agilent Technologies) coupled to a 6495 triple‐quadrupole mass spectrometer (Agilent Technologies, Morges, Germany). For MS analysis, the multiple reaction monitoring mode with the isotope dilution method was used. Data acquisition and processing were done with the Mass Hunter software v.B.08 (Agilent Technologies).

### MS/MS protein analysis

Approximately 50 mg of fresh weight was harvested from exponential suspension cells (2‐d‐old BY‐2 and 3‐d‐old BY‐2H). Samples were frozen in liquid nitrogen and sent to the Laboratory of Mass Spectrometry at BIOCEV research centre, Faculty of Science, Charles University. For the following analysis, samples were lysed by boiling at 95°C for 10 min in 100 mM triethylammonium bicarbonate (TEAB) containing 2% sodium deoxycholate (SDC), 40 mM chloroacetamide, 10 mM Tris(2‐carboxyethyl)phosphine (TCEP) and further sonicated (Bandelin Sonoplus Mini 20, MS 1.5). Samples were further processed using SP3 beads on the Thermo KingFisher Flex automated Extraction & Purification System in a 96‐well plate. After washing, samples were digested in 50 mM TEAB at 40°C with 1 μg of trypsin for 2 h; then, another 1 μg of trypsin was added and digested overnight. After digestion, samples were acidified with trifluoracetic acid to 1% final concentration and peptides were desalted using in‐house made stage tips packed with C18 disks (Empore) according to Rappsilber *et al*. (2007). A nano reversed‐phase column (Ion Opticks Aurora Ultimate XT 25 cm × 75 μm ID, C18 UHPLC column, 1.7 μm particles, 120 Å pore size) was used for LC‐MS analysis. Eluting peptide cations were converted to gas‐phase ions by electrospray ionization and analyzed on a Thermo Orbitrap Ascend (Thermo Scientific). Tandem MS was performed by isolation at 1.5 Th with the quadrupole, higher‐energy collisional dissociation fragmentation with normalized collision energy of 30, and rapid scan MS analysis in the ion trap. Three biological replicates were analyzed.

## Results

### Endogenous levels of IAA and its metabolites supported by pharmacology treatments indicate auxin autonomy of BY‐2H and VBI‐2 auxin‐habituated cell lines

Since the understanding of the ability of plant cell lines to proliferate without supplied auxin (auxin‐habituation) is still elusive, we performed a detailed characterization of two pairs of exponentially growing lines that were independently derived from two different tobacco varieties, and also independently habituated, namely BY‐2/BY‐2H and VBI‐0/VBI‐2 (Fig. 1a). To reveal whether the proliferation of the habituated lines is still dependent on internally synthesized IAA, we first analyzed auxin metabolism and signaling. Levels of endogenous IAA and its metabolites were detected by LC‐MS in all tested cultures (Fig. 1b). The total levels of all IAA metabolites were several times higher in both VBI lines than in both BY‐2 lines, with the highest abundance detected in the auxin‐dependent VBI‐0 cell line (*c*. 500 pmol g^−1^ FW), while *c*. 50 times lower levels were detected in the auxin‐dependent BY‐2 cell line (10 pmol g^−1^ FW). The most abundant metabolite in VBI‐0 and VBI‐2 cells was oxIAA‐GE (360 and 170 pmol g^−1^ FW, respectively).

**Fig. 1:**
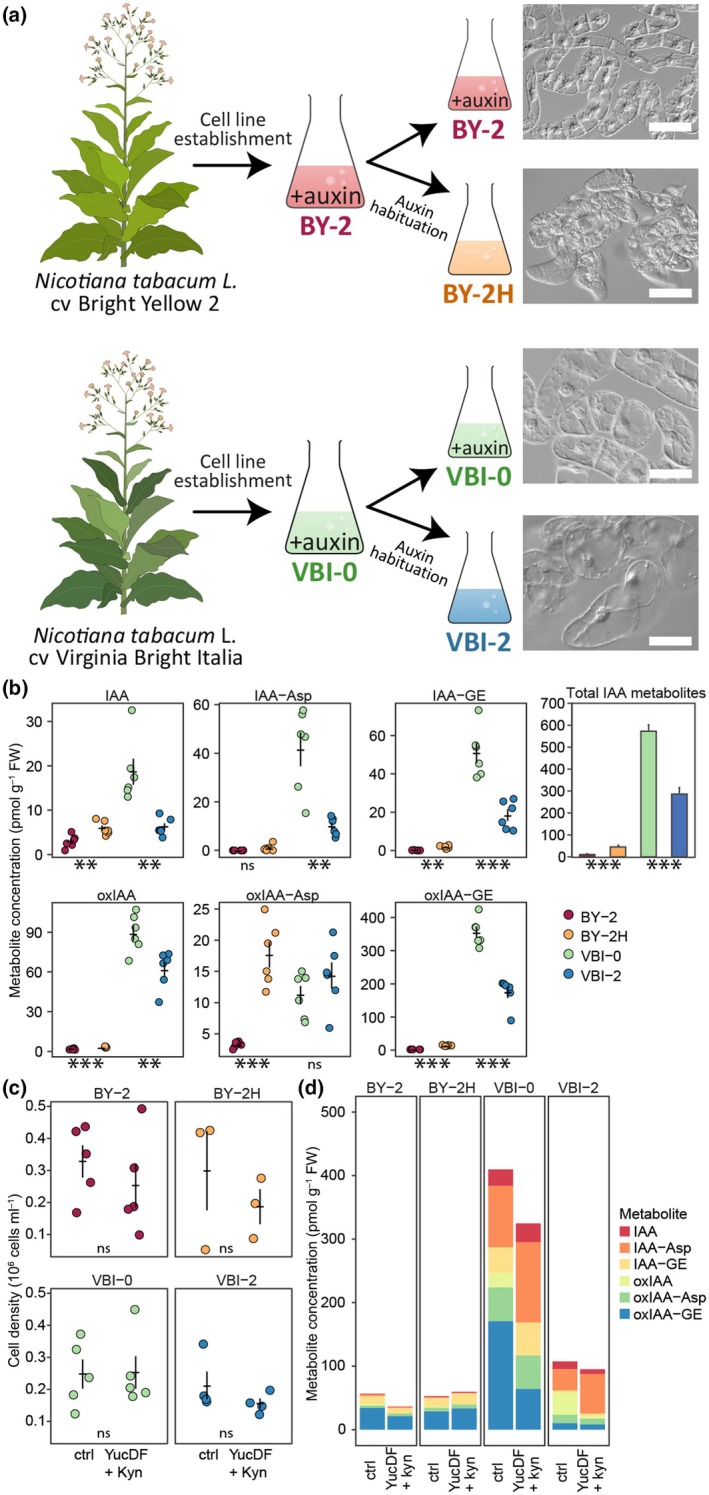
Endogenous levels of indole‐3‐acetic acid (IAA) in auxin‐habituated lines. (a) Scheme depicting the origin of tobacco cell lines used in this study, together with their cellular phenotypes. Bars, 100 μm. (b) Levels of endogenous free IAA and IAA metabolites in suspension cultures of tobacco cell lines in the exponential phase of growth. The significance of the difference in BY‐2H vs BY‐2 and VBI‐2 vs VBI‐0 comparisons was tested by Student's *t*‐test with the number of asterisks indicating *P*‐value, *P*‐values: **, *P* < 0.01; ***, *P* < 0.001; ns indicates not significant. Error bars indicate average metabolite concentration ±SE. The bar chart represents values of the sum of the concentration of IAA and all detected IAA metabolites. (c) Effects of Yucasin DF/l‐kynurenine (YucDF + Kyn) treatment (20 and 2 μM, respectively) on cell growth in suspension culture. Data points represent mean cell density in samples from at least five aliquots of at least three independent cell culture inoculations. Error bars indicate average cell density ± SE. (d) Effects of Yucasin DF/l‐kynurenine treatment on levels of IAA and its metabolites in calli. IAA‐Asp, indole‐3‐acetyl‐aspartate; IAA‐GE, indole‐3‐acetyl‐1‐glucosyl ester; oxIAA, 2‐oxindole‐3‐acetic acid; oxIAA‐Asp, 2‐oxindole‐3‐acetyl‐aspartate; oxIAA‐GE, 2‐oxindole‐3‐acetyl‐1‐glucosyl ester.

Habituated VBI‐2 cells growing without exogenous auxin showed *c*. twofold lower levels of total IAA metabolites and *c*. threefold lower levels of free IAA compared with auxin‐dependent VBI‐0. In contrast to VBI lines, the habituated BY‐2H line growing without exogenous auxin showed *c*. 4.5‐fold higher levels of total IAA metabolites than auxin‐dependent BY‐2, with significantly higher (student *t*‐test *P*‐value ≤ 0.05, fold change ≥ 2) levels of IAA, IAA‐GE, oxIAA‐GE and oxIAA‐Asp with the last two being the most abundant auxin metabolites in BY‐2H cells (Fig. 1b). Interestingly, contrary to the dramatic difference in IAA and its metabolites in the auxin‐dependent BY‐2 and VBI‐0 lines, levels of free IAA were very similar in both habituated lines BY‐2H and VBI‐2.

To test whether the cell proliferation independent of exogenous auxin is related to IAA biosynthesis, we treated the cell lines simultaneously with two inhibitors of auxin biosynthesis Yucasin DF and L‐kynurenine (He *et al*., 2011; Tsugafune *et al*., 2017). Surprisingly, the treatment with 20 μM Yucasin DF and 2 μM L‐kynurenine had no significant effect on the proliferation of cell suspension and weight gain of calli (Figs 1c, S1, S2). In addition, the endogenous content of IAA and its metabolites was changed only very little upon treatment with Yucasin DF/l‐kynurenine in all treated samples (Fig. 1d). The only significant decrease was observed for oxIAA in all cell lines and oxIAA‐GE in VBI‐0 cells.

Altogether, our data indicate active IAA biosynthesis and metabolism of variable intensity among the tested lines. Relatively low, but consistently detectable levels of free IAA in the habituated BY‐2H and VBI‐2 cells suggest their auxin‐autonomous proliferation.

### IAA feeding experiments indicate higher uptake of IAA in auxin‐habituated lines and their variable resistance to auxin signaling inhibitors

To compare the uptake and metabolism of IAA in auxin‐habituated lines, we performed a quantitative analysis of IAA and its metabolites by LC‐MS in cells treated with 1 μM IAA for 2 h. The total amount of internalized IAA and its metabolites was significantly higher in both auxin‐habituated lines than in their auxin‐dependent counterparts (Fig. 2a).

**Fig. 2:**
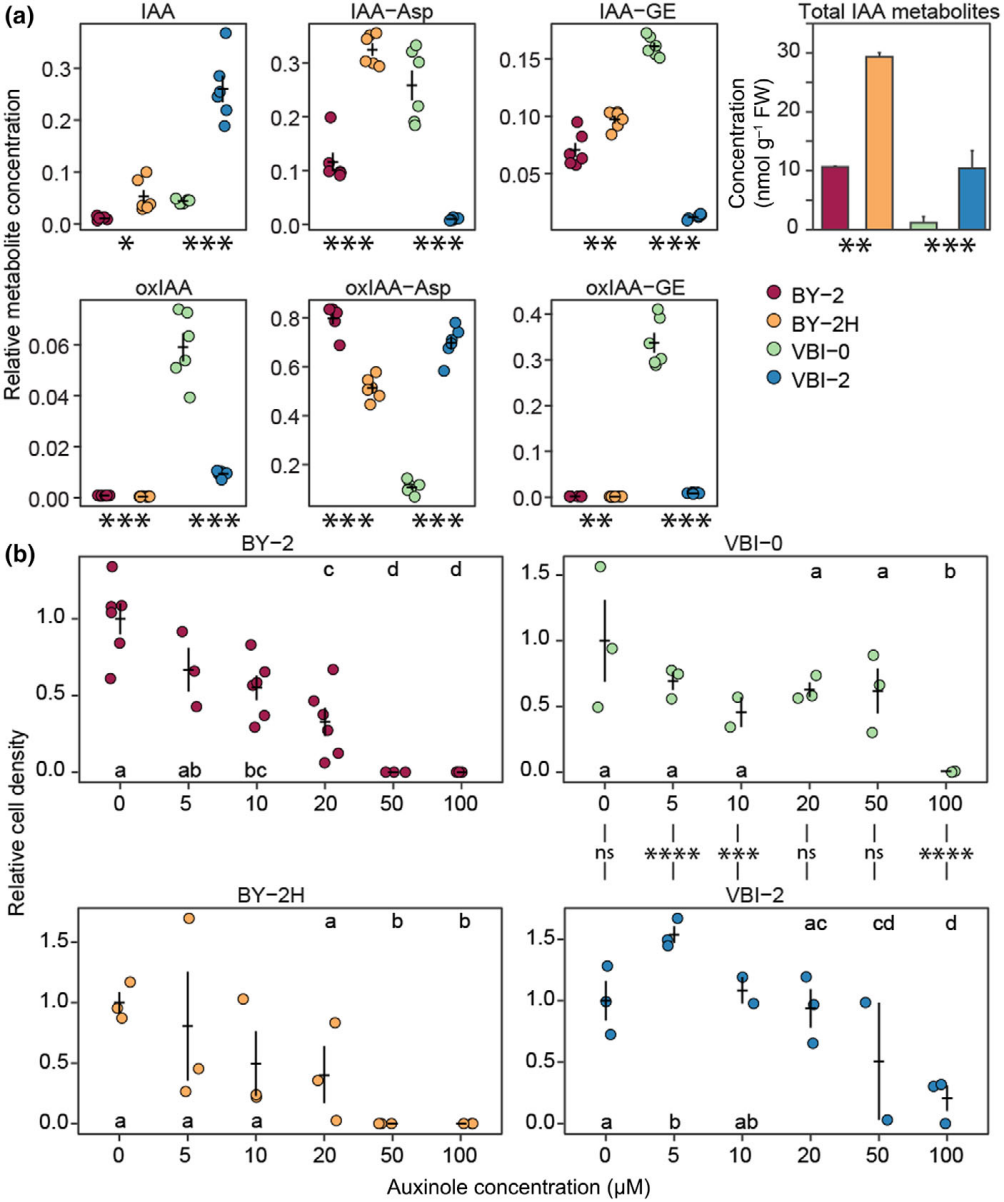
Uptake and metabolism of exogenously applied indole‐3‐acetic acid (IAA) and auxin signaling inhibitor treatments. (a) Relative levels of IAA metabolites in tobacco cells in exponential phase of the growth 2 h after 1 μM IAA treatment. Values (data points and means ±SE) are related to the total content of IAA metabolites in a particular cell line. The significance of the difference in BY‐2H vs BY‐2 and VBI‐2 vs VBI‐0 comparisons was tested by Student's *t*‐test. Error bars indicate average metabolite concentration ±SE. The bar chart represents values of the sum of concentration of IAA and all detected IAA metabolites. (b) Effect of auxinole treatment on the growth of tobacco cell cultures. Data points represent mean cell density from 10 aliquots related to the controls. Error bars indicate average cell density ±SE. Statistical differences among auxinole concentration groups (lowercase letters) were assessed using the Kruskal–Wallis test followed by Dunn's *post hoc* test, with the significance level adjusted using the Bonferroni correction. Statistical significance between cell lines (BY‐2 vs BY‐2H and VBI‐0 vs VBI‐2 pairs) at each auxinole concentration was evaluated using an unpaired Welch's *t*‐test with Bonferroni correction. For the BY‐2 pair, no significant difference (ns) was found. The number of asterisks indicates *P*‐value, *P*‐values: *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001. IAA‐Asp, indole‐3‐acetyl‐aspartate; IAA‐GE, indole‐3‐acetyl‐1‐glucosyl ester; oxIAA, 2‐oxindole‐3‐acetic acid; oxIAA‐Asp, 2‐oxindole‐3‐acetyl‐aspartate; oxIAA‐GE, 2‐oxindole‐3‐acetyl‐1‐glucosyl ester.

Interestingly, in both auxin‐habituated lines, free IAA represented several times a higher proportion of the total IAA content than their auxin‐dependent counterparts, suggesting their decreased IAA metabolism. We also noted that BY‐2 and BY‐2H lines showed overall higher uptake and metabolism of added IAA when compared to VBI‐0 and VBI‐2. The most abundant metabolite of IAA was oxIAA‐Asp in BY‐2, BY‐2H and VBI‐2 cells. VBI‐0 cells metabolized IAA mostly into IAA‐Asp, IAA‐GE and oxIAA‐GE.

To test the importance of the canonical auxin signaling pathway for cell proliferation in auxin‐habituated lines, we further quantified cell densities after treatments with increasing concentrations of competitive inhibitors of auxin signaling, auxinole and PEO‐IAA (Hayashi *et al*., 2012). As shown in Fig. 2(b), the effect of auxinole on the proliferation of the habituated BY‐2H line was comparable to BY‐2. In the case of VBI lines, the habituated VBI‐2 showed higher resistance in the most auxinole concentrations. We further confirmed this higher resistance by PEO‐IAA treatments (Fig. S3).

Altogether, these results suggest that BY‐2H and VBI‐2 retained and even enhanced the ability to uptake and metabolize IAA. The importance of auxin signaling for both habituated and nonhabituated lines was also indicated by the inhibitory effects of auxinole and PEO‐IAA on their proliferation.

### Transcriptome analysis indicates a different mechanism of auxin‐habituation in BY‐2H and VBI‐2

To reveal the mechanism behind cell proliferation independent of externally supplied auxin, we performed transcriptome analysis of all tested tobacco cell lines harvested at their exponential and stationary phases. 

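RNA of suspension cultures of the auxin-dependent lines BY-2 and VBI-0 and of their auxin-habituated counterparts BY-2H and VBI-2 was compared in 21 libraries. The libraries formed 7 groups of 3 replicates: BY-2H, VBI-0 and VBI-2 in the exponential and in the stationary phase, and BY-2 in the stationary phase. Exponential BY-2 libraries were not among the data analysed here, so BY-2H cells were compared with BY-2 cells in the stationary phase. Exponential cells were 3 d old and stationary cells 10 d old, except stationary BY-2 cells, for which the paper gives 7 d and the sample labels 10 d. The dependent lines grew with auxin and the habituated lines without it. In both pairs, effects of the line therefore cannot be told apart from effects of the auxin supplied. BY-2H libraries were sequenced by Novogene as paired reads of 150 bp and all other libraries by GATC-Biotech as single reads of 50 bp. Company and read type therefore changed together with the line between BY-2H and BY-2 and cannot be told apart from it, whereas all 12 VBI libraries shared a company and a read type. Estimated reads (read pairs in BY-2H) per library ranged from 10595226 to 13755473 in BY-2H, from 11364447 to 13111763 in BY-2, from 12001963 to 22564711 in VBI-0 and from 10545447 to 17950005 in VBI-2.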

RNA quality and total number of reads per biological replicate are summarized in Table S2. 

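The RNA integrity number given in the paper's Table S2 was 8.6 to 9.3 in BY-2H, 9.4 to 9.9 in the VBI lines and 7 to 9.4 in stationary BY-2, where replicate 2 had the lowest value. The 10 most abundant transcripts took 4.07% to 4.93% of the estimated reads of the BY-2 libraries, 2.15% to 2.28% in BY-2H and 1.67% to 2.15% in the VBI libraries. Pairs of BY-2 replicates also lay farther apart, at 28.6 to 31.6 times the variance that read sampling gives (chi-squared per degree of freedom), against 2.03 to 8.09 for replicate pairs of the other groups. Estimated reads made up 55.2% to 65.9% of the reads listed in Table S2 for BY-2, 64.6% to 68.5% for VBI-0 and 67.9% to 71.6% for VBI-2. For BY-2H, the estimates count read pairs and came to 27.1% to 28.8% of the reads listed, which is not comparable with the other lines if Table S2 counts both reads of a pair.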

After quality filtering, reads were mapped against the *Nicotiana tabacum* v.4.5 cDNA reference dataset (Edwards *et al*., 2017) using the Salmon software (Patro *et al*., 2017). 

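The quantification held, for each of 69491 transcripts and each library, an estimated number of reads and a TPM value. Salmon shares reads that fit several transcripts among them, so that copies of a gene from the S and T subgenomes can exchange reads. In stationary BY-2, 81.5% to 82.1% of the estimates above 0 were not whole numbers, against 45.9% to 51.1% in BY-2H, whose reads were longer and paired. How often reads were shared was not measured, and read type changed together with line and company. For the comparisons, estimated reads were rounded and scaled by TMM, transcripts with a mean TPM above 0.5 in at least 1 group were kept, and the lines were compared with edgeR's quasi-likelihood test. BY-2H and BY-2 were fitted on their 6 stationary libraries and the VBI lines on all 12. A transcript was called a DEG at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The test gives no SE, so each SE was computed as the absolute log2 fold change divided by the square root of the test's F value. Folds against a group with 0 reads were computed against a floor of 3 reads over the group and are given as lower bounds, and ratios on 1 to 3 reads over a group carry a 95% interval, both of which cover counting error alone.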

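The line had a larger share in the transcriptomes than the growth phase. Jensen-Shannon divergence of TPM between libraries was 0.136 to 0.320 between lines, 0.0135 to 0.0370 between the phases of one line, and 0.0101 in the median (at most 0.0555) between replicates. For each of the 21 libraries, the library at the smallest divergence was a replicate of its own group. The first principal components of normalized counts held 50.7%, 28.6% and 13.3% of the variance, and 99.4%, 99.6% and 99.9% of the variance along them lay between groups. On log2 counts with a pseudocount of 0.5 they held 49.1%, 24.5% and 18.9%.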

Principal component analysis and Jensen–Shannon divergence scores indicated a clear distinction of samples within their respective groups and established a solid basis for conducting further data analysis and for performing comparisons between samples (Figs 3a, S4). Transcripts with an average TPM value greater than 0.5 in at least one sample variant were considered detected (50 241 of 69 491 transcripts in the reference dataset). 

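Across the 7 groups analysed here, 49980 of the 69491 transcripts reached a mean TPM above 0.5 in at least 1 group. At a limit of 1 TPM there were 45882, and at 0.1 TPM 57111. VBI-0 cells expressed 39342 transcripts above 0.5 TPM in the exponential and 39695 in the stationary phase, and VBI-2 cells 38373 and 38328. In BY-2H cells the numbers were 37698 and 37558, and in stationary BY-2 cells 36854.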

A table showing full results of RNA‐seq analysis is provided as Dataset S1.

**Fig. 3:**
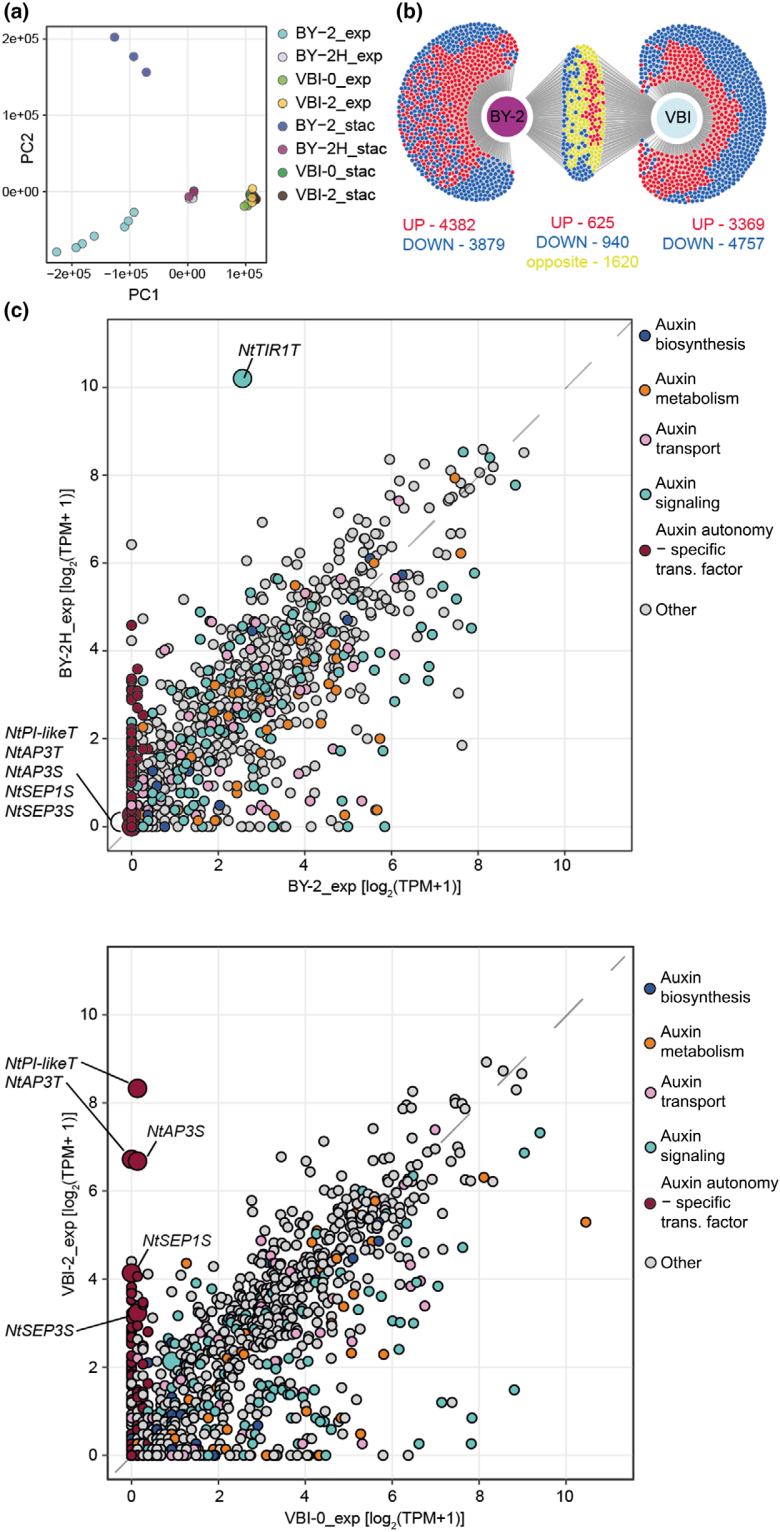
Transcriptome comparisons between exponential (exp) and stationary (stac) auxin‐habituated (BY‐2H, VBI‐2) and auxin‐dependent (BY‐2, VBI‐0) tobacco cell lines. (a) Projections of RNA‐seq data onto principal components (PC). Axes labels show values of principal components calculated from sleuth‐normalized est_count units. (b) DiVenn diagram visualizing comparison between lists of transcripts differentially regulated in BY‐2H vs BY‐2 and VBI‐2 vs VBI‐0. (c) Scatter plots representing a comparison between transcript levels (TPM – transcripts per million) of auxin‐related genes in exponential stages BY‐2H vs BY‐2 and VBI‐2 vs VBI‐0. Large circles represent genes with putative roles as drivers of auxin autonomy in BY‐2H (NtTIR1T) and VBI‐2 (MADS‐box TFs).

To examine whether BY‐2H and VBI‐2 cell lines share a similar mechanism of auxin autonomy, we looked for the overlap between groups of genes differentially expressed in BY‐2H cells compared with BY‐2, and VBI‐2 cells compared with VBI‐0. First, we identified 11 446 genes with the same differential regulation in both phases of the BY‐2H sub‐cultivation cycle compared with BY‐2 cells (5824 upregulated and 5622 downregulated). Similarly, 11 311 DEGs were identified between VBI‐2 and VBI‐0 cells (4797 upregulated and 6514 downregulated in both phases). 

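In stationary BY-2H cells, the auxin response factor NtARF5S (Nitab4.5_0001988g0030.1) stood at 37.1 ± 1.38 TPM (SD, n = 3), against 9.14 ± 2.35 (SD, n = 3) in BY-2. Its log2 fold change was 1.80 (SE 0.19, adjusted p = 1.91e-05 from edgeR's quasi-likelihood test). A PILS2 homolog, a putative carrier of the endoplasmic reticulum (Nitab4.5_0006134g0040.1), had no reads in BY-2 and was at least 13.2-fold higher in BY-2H (adjusted p = 0.00118, edgeR). The AUX/IAA repressor transcript Nitab4.5_0001556g0100.1 had no reads in stationary BY-2H and was at least 173-fold lower (adjusted p = 2.73e-05, edgeR), and the efflux carrier NtPIN2T was lower by a log2 fold change of −4.62 (SE 0.59, adjusted p = 8.77e-05, edgeR). NtPIN2T was not among the genes chosen beforehand. Over the transcriptome, 9610 transcripts were upregulated and 10776 downregulated, 43.1% of the 47271 tested. The median log2 fold change was −0.06. Without stationary BY-2 replicate 2, which had the lowest RNA integrity number, there were 9374 and 10102. Limma on log2(TPM + 0.5), which changes test, scaling and unit together, called 11835 upregulated and 7451 downregulated transcripts.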

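In VBI-2 cells, the auxin efflux carrier NtPIN3aT (Nitab4.5_0000742g0170.1) was nearly lost, with 0.231 ± 0.0587 TPM (SD, n = 3) in the exponential phase against 38.7 ± 2.93 (SD, n = 3) in VBI-0. Its log2 fold change was −7.63 (SE 0.19, adjusted p = 2.80e-17, edgeR's quasi-likelihood test) in the exponential and −8.35 in the stationary phase. NtIAMT1aT, a homolog of the IAA methyltransferase IAMT1, was 1504-fold lower in exponential cells (95% interval 269.5 to 59423) and at least 543.5-fold lower in stationary cells. Transcripts of the NRT1 nitrate transporter family, listed by the paper under auxin influx, went up instead. Nitab4.5_0006367g0020.1 was at least 247-fold higher in exponential cells and 738-fold higher (132 to 29174) in stationary cells, and Nitab4.5_0003531g0060.1 had log2 fold changes of 6.76 and 6.83. Of 48440 transcripts tested, 8275 were upregulated and 10391 downregulated in the exponential phase, and 8565 and 10785 in the stationary phase. In both phases, 6537 were upregulated and 8738 downregulated, and 20 changed in opposite directions between the phases. At an absolute natural-log fold change of at least 1, 4717 were upregulated and 6754 downregulated in both phases.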

The overlap of these groups of DEGs consisted of 625 and 940 genes, which were upregulated and downregulated, respectively, in both BY‐2H and VBI‐2 cell lines compared with their auxin‐dependent variants. 

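NtAMI1S, a homolog of the amidase AMI1 that forms IAA from indole-3-acetamide, was among the transcripts upregulated in both habituated lines. The conjugating enzymes NtUGT3T and NtGH3.1aT were among those downregulated in both. Of the 45805 transcripts tested in both pairs of lines, 1274 were upregulated in BY-2H in the stationary phase and in VBI-2 in both phases, where 1218 were expected from the sizes of the lists (two-sided Fisher's exact test, p = 0.0539). The downregulated lists shared 2300 transcripts where 1926 were expected (p = 4.16e-26, same exact test). At an absolute natural-log fold change of at least 1, the upregulated lists shared 744 where 678.8 were expected (p = 0.00457, same exact test) and the downregulated lists 1429 where 1174 were expected. The excess was not particular to shared downregulation. Transcripts lower in BY-2H and higher in VBI-2 numbered 1625 where 1390 were expected, and 1060 where 778.1 were expected at the natural-log limit. The expected numbers take all transcripts as equally likely to be called, whatever their abundance. Transcripts are also not independent of each other, so these p-values overstate the evidence.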

Interestingly, 1620 genes showed the opposite regulation in this comparison (Fig. 3b). These gene sets were analyzed using the PANTHER overrepresentation assay, which revealed that no GO term was overrepresented within the upregulated genes and that processes related to ATP biosynthesis, homeostasis and glutathione metabolism were overrepresented in the downregulated genes in both VBI‐2 and BY‐2H cell lines (Table S3).

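Several auxin transport and metabolism genes went up in BY-2H and down in VBI-2, each against its dependent line. The influx carrier NtLAX1aT (Nitab4.5_0001588g0010.1) stood at 315 ± 5.64 TPM in stationary BY-2H and 45.0 ± 12.7 in BY-2 (SD, n = 3 each), a log2 fold change of 2.55 (SE 0.18, adjusted p = 1.74e-06, edgeR's quasi-likelihood test). In VBI-2 its log2 fold changes were −2.22 in exponential and −3.74 in stationary cells. The efflux carrier NtPIN11S had log2 fold changes of 3.32 in BY-2H and −4.50 and −3.00 in VBI-2, and NtPIN11T of 1.57, −6.02 and −5.28. The IAA oxidase homolog NtDAO1T (1.25, −1.97 and −3.83) and the methyltransferase homologs NtIAMT1bT (2.32, −1.86 and −3.24) and NtIAMT1bS (1.63, −2.06 and −3.25) behaved alike. The endomembrane carrier NtPILS5bT was lower in BY-2H, with a log2 fold change of −4.70 (SE 0.42, adjusted p = 7.77e-06, edgeR), and higher in VBI-2, at 5.01 and 3.78. The NRT1 transcript Nitab4.5_0004430g0080.1 was also lower in BY-2H (−1.87) and higher in VBI-2 (5.24 in exponential cells, and 190-fold with a 95% interval of 64.7 to 925 in stationary cells). Opposite calls numbered 3199 where 3077 were expected: 1574 transcripts were higher in BY-2H and lower in VBI-2 (1687 expected, two-sided Fisher's exact test, p = 0.000624), and 1625 the reverse (1390 expected, p = 3.36e-14, same exact test). At an absolute natural-log fold change of at least 1, the former were 1003 where 1024 were expected (p = 0.451, same exact test), so that the deficit was lost, and the latter 1060 where 778.1 were expected. Differences between the pairs of lines were not tested as such, and NtDAO1T in BY-2H lay below an absolute natural-log fold change of 1. On log2(TPM + 1) values with limma, the VBI-2 calls of NtIAMT1bT and NtIAMT1bS in exponential cells and of NtPIN11S in stationary cells were lost.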

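Log2 fold changes of VBI-2 against VBI-0 in the exponential and the stationary phase correlated across transcripts (r = 0.912), whereas those of BY-2H against BY-2 did not follow the VBI values (r = −0.03 with the stationary and −0.04 with the exponential phase, across transcripts, which are not independent replicates). Auxin classes of Table S4 were set against all other tested transcripts with camera at a preset correlation of 0.01. Adjusted p-values were taken over all lists tested. These included subgroups of the classes and lists of TFs specific to the habituated lines, which were chosen on these libraries. Calls close to 0.05 therefore depend in part on those lists. In VBI-2, AUX/IAA repressors were lower as a set in both phases (adjusted p = 1.57e-15 and 1.35e-20, camera of limma), and both calls held at adjusted p = 0.0466 and 0.0430 with an estimated correlation. PIN efflux carriers were also lower in VBI-2 as a set (adjusted p = 5.25e-06 and 2.45e-05, camera, and 0.0187 and 0.0295 with an estimated correlation). Auxin inactivation genes were lower in VBI-2 at adjusted p = 1.36e-06 and 1.35e-09 (camera), with adjusted p = 0.0851 and 0.0500 with an estimated correlation, so that the first call was lost. ARFs were lower at adjusted p = 0.000216 and 3.82e-07 (camera), and both calls were lost at adjusted p = 0.0894 and 0.0608 with an estimated correlation. In BY-2H, AUX/IAA repressors were lower at adjusted p = 0.0144 (camera), which was lost at adjusted p = 0.495 with an estimated correlation. Inactivation genes (adjusted p = 0.165), ARFs (0.0847) and biosynthesis genes (0.228) did not pass camera there.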

Altogether, the overlap between sets of genes differentially expressed in the two auxin‐habituated lines was not convincing and there was also no obvious enrichment in genes related to auxin signaling, metabolism or transport. Therefore, our data strongly suggest that the mechanisms of auxin autonomy differ in the two auxin‐habituated cell lines.

### Auxin receptor TIR1 and MADS‐domain transcription factors are upregulated in auxin‐autonomous cells

To get a deeper insight into the mechanism of habituation in the two auxin‐autonomous cell lines, we examined the transcriptomic data specifically for TFs and genes related to auxin homeostasis and auxin signal transduction. Genes from the auxin‐related list were classified into categories related to auxin metabolism (biosynthesis, inactivation and reactivation), auxin transport (efflux, influx and endomembrane transport) and auxin perception (*TIR1/AFB*s, *AUX/IAA*s and *ARF*s; Table S4). Levels of these transcripts were correlated in the pairs of exponentially growing auxin‐autonomous and auxin‐dependent lines BY‐2H vs BY‐2 and VBI‐2 vs VBI‐0 (Fig. 3c). 

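AUX/IAA repressors, which hold back auxin responses, and ARFs, of which type A promotes auxin-induced genes, were lower in both habituated lines more often than higher. In stationary BY-2H, 20 of 42 tested AUX/IAA transcripts were lower and 6 higher, and 23 of 48 ARF transcripts were lower and 7 higher (the same numbers adjusted over the list alone). In VBI-2, 36 of 47 AUX/IAA transcripts were lower and 4 higher in exponential cells (37 and 4 adjusted over the list alone), and 39 were lower and 4 higher in stationary cells. ARF transcripts were lower in 20 and higher in 4 of 48 cases in exponential and lower in 26 and higher in 3 in stationary VBI-2 cells. The median log2 fold change of the AUX/IAA class was −1.07 in BY-2H, −2.99 in exponential VBI-2 and −4.25 in stationary VBI-2 (−1.00, −2.54 and −3.65 with low-read transcripts at their bound). Of 8 PIN efflux carriers, 6 were lower in both phases of VBI-2 and NtPIN2S was higher, whereas in BY-2H NtPIN11T, NtPIN11S and NtPIN3bT were higher and NtPIN2T and NtPIN2S lower. All 7 influx transcripts lower in VBI-2 were LAX carriers and all 6 higher in exponential cells (7 adjusted over the list alone) were NRT1 transcripts, of 15 tested. In BY-2H, NtLAX1aT was higher and 5 of 13 influx transcripts were lower. Endomembrane carriers were lower in 7 and higher in 1 of 17 in BY-2H, and in VBI-2 higher in 6 (5 adjusted over the list alone) and lower in 1 of 16 in exponential cells. Among 25 SAUR-like transcripts in BY-2H, 6 were higher (5 adjusted over the list alone) and 2 lower, with a median log2 fold change of −1.14 (−0.29 at the bound) where camera and fry put the set on the higher side without passing. Some counts in BY-2H moved under alternatives: limma on log2(TPM + 1) called 13 AUX/IAA and 13 ARF transcripts lower, and 1 efflux carrier in place of 2 was lower on limma, under filterByExpr, and without BY-2H stationary replicate 1, BY-2H stationary replicate 3 or BY-2 stationary replicate 2.

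**Figure D1:**
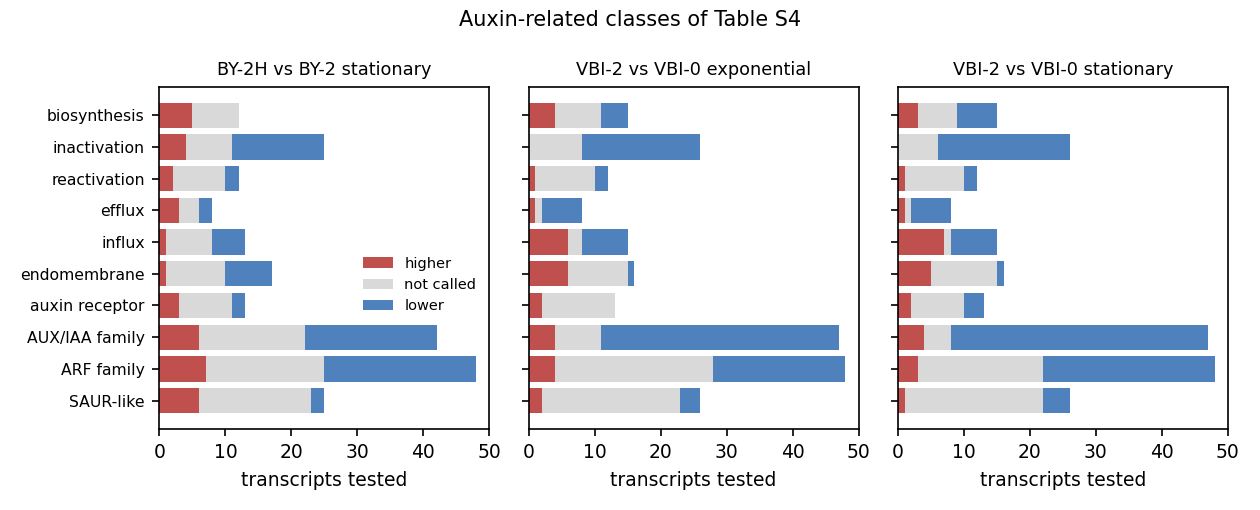
Number of tested transcripts per auxin class of Table S4 that were called higher, not called or called lower in BY-2H against BY-2 (stationary) and in VBI-2 against VBI-0 (exponential and stationary), as stacked bars. The lower part of the AUX/IAA bar holds 20, 36 and 39 transcripts in the 3 panels.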

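The exponential VBI lines differed by large amounts in abundant auxin genes. The AUX/IAA transcript Nitab4.5_0004887g0040.1 stood at 225 ± 10.6 TPM in VBI-0 and had 3 reads over the 3 VBI-2 libraries, a 1609-fold difference (95% interval 550 to 7806). A second AUX/IAA transcript, Nitab4.5_0009114g0010.1, was at 97.2 ± 20.8 TPM in VBI-0 and 494-fold lower (136 to 4082) in VBI-2, and the influx carrier NtLAX1aS fell from 85.1 ± 5.97 to 13.3 ± 1.47 TPM (SD, n = 3 in each group). The latter is a log2 fold change of −2.77 (SE 0.10, adjusted p = 3.29e-15, edgeR's quasi-likelihood test). The ARF transcript Nitab4.5_0008892g0020.1, at 21.2 ± 1.07 TPM in VBI-0, was 2045-fold lower (566 to 16888). NtARF5S differed less, at 57.1 ± 3.98 TPM in VBI-0 and 43.8 ± 2.19 in VBI-2, a log2 fold change of −0.43.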

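Transcripts of NtTIR1T (Nitab4.5_0000824g0070.1), a homolog of the F-box auxin receptor TIR1, reached 1247 ± 24.7 TPM in stationary and 1179 ± 36.4 TPM in exponential BY-2H cells, against 7.84 ± 3.31 TPM in stationary BY-2 cells (SD, n = 3 in each group). The log2 fold change in the stationary phase was 6.97 (SE 0.34, adjusted p = 1.78e-07, edgeR's quasi-likelihood test), or 125-fold, and the ratio of mean TPM was 159. By mean TPM, NtTIR1T ranked 40 of 69491 transcripts in stationary BY-2H and 16208 in BY-2. In edgeR, NtTIR1T ranked 790 by fold change among those of the 47271 tested transcripts with an adjusted p of at most 0.05. Transcripts with few or no reads in BY-2 rank high there. With limma, NtTIR1T ranked 36 on log2(TPM + 0.5) and 20 on log2(TPM + 1). Its copy NtTIR1S did not change in step (log2 fold change −0.17, SE 0.30, adjusted p = 0.652, edgeR), and the TPM ratio of NtTIR1T to NtTIR1S was 346.5 in BY-2H and 2.64 in BY-2. Other receptor transcripts moved both ways in BY-2H: Nitab4.5_0010603g0020.1 was at least 13.8-fold higher, Nitab4.5_0000190g0020.1 was higher by 1.04 on the log2 scale, and Nitab4.5_0002093g0100.1 (−2.30) and Nitab4.5_0002093g0180.1 (−3.88) were lower. These other receptors, apart from Nitab4.5_0010603g0020.1, were picked out after their values were seen. On the scaffold of NtTIR1T, Nitab4.5_0000824g0110.1 was also higher, at 282 ± 6.08 TPM in stationary BY-2H and 10.0 ± 6.08 in BY-2 (log2 fold change 4.52, SE 0.32, adjusted p = 1.64e-06, edgeR). Nitab4.5_0000824g0060.1, the next transcript to NtTIR1T, had no reads in BY-2 and was at least 8.77-fold higher in BY-2H, and it was also higher in VBI-2 (15.2-fold with a 95% interval of 5.59 to 57.6 in exponential and 7.34-fold with 4.18 to 13.9 in stationary cells). Nitab4.5_0000824g0120.1 (−1.49) and Nitab4.5_0000824g0130.1 (−1.48) were lower, the latter call being lost with limma on TPM. Of the 9 other tested transcripts of the scaffold, 3 were higher and 3 lower in BY-2H (two-sided Fisher's exact test of the higher ones against all other transcripts, p = 0.400), 2 were higher and 0 lower in exponential VBI-2, and 1 was higher and 1 lower in stationary VBI-2.

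**Figure D2:**
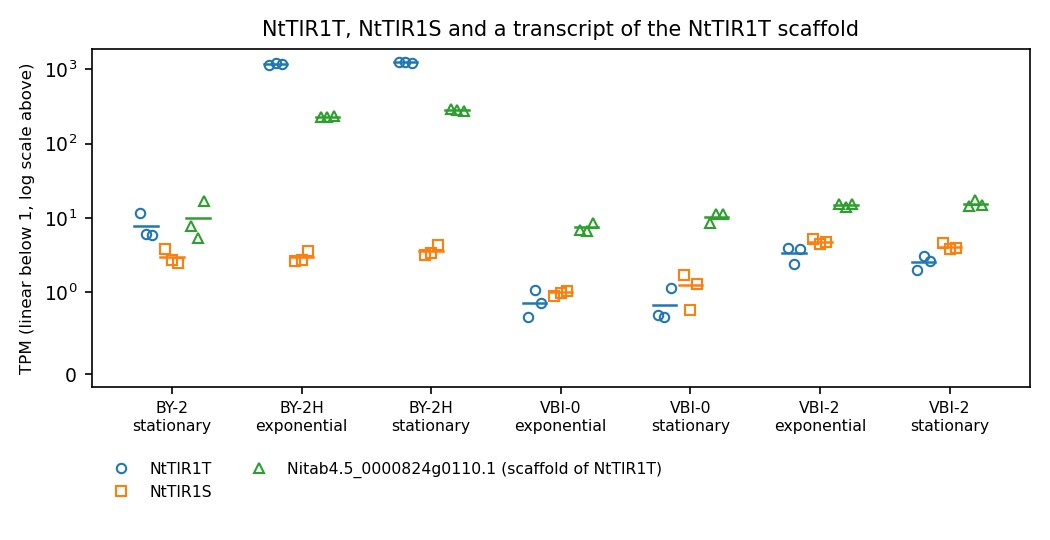
TPM per library of NtTIR1T, NtTIR1S and the scaffold neighbour Nitab4.5_0000824g0110.1 in the 7 groups, on an axis that is linear below 1 and logarithmic above. Points are libraries and lines are group means. The NtTIR1T points of the 6 BY-2H libraries lie far above those of all other groups.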

In BY‐2H cells, the gene coding for the homolog of the auxin receptor TIR1 (*NtTIR1T*) was the 10th most upregulated gene in the dataset, exhibiting *c*. 30‐fold higher transcript abundance in BY‐2H than in BY‐2. Among other upregulated genes related to auxin, we found homologs of genes involved in auxin biosynthesis *AMI1* and *TAA1*. 

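NtAMI1S (Nitab4.5_0005818g0010.1) stood at 19.7 ± 0.382 TPM in stationary BY-2H and 3.07 ± 1.07 in BY-2 (SD, n = 3 each), a log2 fold change of 2.27 (SE 0.24, adjusted p = 2.46e-05, edgeR's quasi-likelihood test). Its copy NtAMI1T had a log2 fold change of 0.62, under the limit of 1, and was called on TPM with limma at 1.04 and 1.01 with a pseudocount of 0.5 and 1. NtTAA1T (Nitab4.5_0000031g0380.1), a homolog of the tryptophan aminotransferase that makes indole-3-pyruvate, was at 1.93 ± 0.545 TPM against 0.355 ± 0.0662 (log2 fold change 2.18, SE 0.68, adjusted p = 0.0194, edgeR). YUCCA flavin monooxygenases turn indole-3-pyruvate into IAA. The YUCCA4 homologs Nitab4.5_0003128g0050.1 and Nitab4.5_0007173g0010.1 had no reads in BY-2 and were at least 10.0-fold and 15.7-fold higher in BY-2H, and the YUCCA8 homolog Nitab4.5_0000385g0180.1 was 44.1-fold higher (95% interval 7.54 to 1780). Together these were the 5 biosynthesis transcripts higher in BY-2H, and 0 of the 12 tested were lower (the same numbers adjusted over the list alone). The YUCCA8 homolog was not among the genes chosen beforehand. Under filterByExpr, 2 biosynthesis transcripts were called higher in BY-2H. The NtTAA1T Nitab4.5_0000031g0380.1 log2 fold change, BY-2H vs BY-2 stationary, lost its call at 2.20 without BY-2H stationary replicate 1, at 1.92 without BY-2H stationary replicate 3, at 1.99 without BY-2 stationary replicate 3 and at 2.15 with the replicate number as a block. On log2(TPM + 1) with limma the call of Nitab4.5_0003128g0050.1 was lost, and BY-2H also differed from BY-2 in company and read type.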

In VBI‐2 cells, we observed no remarkable effect on auxin homeostasis as upregulated genes were usually accompanied by similar levels of downregulated genes with the same function with the exception of genes related to auxin conjugation (e.g. *NtUGT3* and GH3s), which were present at remarkably higher levels in both auxin‐dependent cell lines than in their auxin‐habituated counterparts (1 upregulated vs 16 downregulated genes in BY‐2 and 0 upregulated vs 16 downregulated genes in VBI; Table S5).

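The glucosyltransferase homolog NtUGT3T fell from 1404 ± 253 TPM in VBI-0 to 38.3 ± 12.8 in VBI-2 in the exponential phase (SD, n = 3 each), a log2 fold change of −5.30 (SE 0.21, adjusted p = 1.31e-14, edgeR's quasi-likelihood test), and by −5.48 on the log2 scale in the stationary phase. In stationary BY-2H it stood at 62.2 ± 9.85 TPM against 204 ± 95.2 in BY-2 (log2 fold change −1.85, SE 0.26, adjusted p = 0.000165, edgeR). NtUGT3S had no reads in either habituated line and was at least 17.4-fold lower in BY-2H and at least 373-fold and 163-fold lower in exponential and stationary VBI-2. GH3 enzymes link IAA to amino acids. NtGH3.1bT1 had log2 fold changes of −3.05 in BY-2H, −6.54 in exponential and −7.94 in stationary VBI-2, and NtGH3.1aT of −3.27, −5.26 and −8.85. Of 17 tested transcripts for amino acid conjugation, 12 were lower in BY-2H and NtGH3.6xT was higher, and of 18 in VBI-2, 11 were lower in exponential and 13 in stationary cells with 0 higher (the same numbers adjusted over the list alone). As a set they were lower in camera at adjusted p = 0.0185 in BY-2H and 0.000289 and 5.57e-06 in VBI-2, and with an estimated correlation the adjusted p = 0.461, 0.0894 and 0.0665, so that these calls were lost. For all inactivation genes, 14 of 25 were lower and 4 higher in BY-2H, and 18 and 20 of 26 were lower in VBI-2 with 0 higher. The 4 higher in BY-2H were NtGH3.6xT, NtDAO1T, NtIAMT1bT and NtIAMT1bS. NtGH3.6xT stayed at 0.634 ± 0.133 TPM, and its call was lost with limma on log2(TPM + 1). The class median log2 fold change was −1.85 in BY-2H, −1.95 in exponential and −3.80 in stationary VBI-2 (−1.85, −1.97 and −3.83 with low-read transcripts at their bound). In VBI-2, biosynthesis transcripts went both ways: 4 of 15 were higher and 4 lower in exponential cells, and 3 (2 adjusted over the list alone) and 6 in stationary cells. The YUCCA8 homolog Nitab4.5_0007788g0010.1 had no reads in VBI-0 and was at least 187-fold and 167-fold higher, NtTAA1T Nitab4.5_0002255g0070.1 was higher in exponential cells (log2 fold change 2.20), and NtTAA2S Nitab4.5_0001284g0120.1 was at least 68.0-fold and 98.5-fold lower.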

Regarding TFs, a simple criterion of upregulated (*q*‐value ≤  0.05, fold change ≥  2) in auxin‐autonomous cells yielded *c*. 400 transcripts; therefore, we applied more stringent criteria to select only strong candidates, which might be more likely responsible for driving proliferation of the auxin‐habituated lines. 

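The BY-2H list held AGL19, MYB4-like and ERF7, among others, and the VBI-2 list held NtPI-like1T and NtAP3-likeT. The paper's criterion was a TPM of at most 0.5 in all dependent libraries and of at least 1 in all libraries of a habituated line. In the 9 dependent and 12 habituated libraries analysed here, all 72 listed transcripts met it, 27 in BY-2H and 50 in VBI-2. At limits of 1 and 2 TPM, 50 of the 72 met it, 19 in BY-2H and 33 in VBI-2, and at 0.25 and 0.5 TPM 52, with 20 and 36. Factors outside the 72 were not counted at these limits, so the numbers could only stay or fall. The 27 were all higher in BY-2H than in BY-2, and the 50 all higher in both phases of VBI-2 than in VBI-0 (edgeR, the same numbers adjusted over the list alone), but the lists were chosen on these libraries and are not independent evidence of that direction. Of 25 tested transcripts of the BY-2H list, 12 were also higher and 2 lower in exponential VBI-2, and 11 higher and 2 lower in stationary VBI-2. Of 27 tested transcripts of the VBI-2 list, 7 were also higher and 0 lower in BY-2H. Both lists share 5 transcripts and were held to low TPM in all dependent libraries, so these directions follow in part from the choice too.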

The resulting list contained 72 genes (Table S6), of which 27 and 50 were specific to BY‐2H and VBI‐2 cells, respectively. Only five genes were upregulated in both habituated lines, highlighting different strategies of auxin habituation. 

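Transcripts of a homolog of the JmjC-domain histone demethylase JMJ25 (Nitab4.5_0003096g0040.1) stood at 7.57 ± 0.601 and 6.77 ± 0.444 TPM in exponential and stationary BY-2H and at 10.1 ± 1.34 and 8.42 ± 0.408 in VBI-2 (SD, n = 3 each), with at most 0.312 TPM in any dependent library. It was at least 324-fold higher in BY-2H than in BY-2 (adjusted p = 5.33e-07, edgeR's quasi-likelihood test). A transcript of the LuxR family (Nitab4.5_0008781g0030.1) had 6.85 and 7.08 TPM in BY-2H and 8.23 and 3.48 in VBI-2, and 0 in the dependent libraries. The other 3, Nitab4.5_0000691g0100.1, Nitab4.5_0001511g0020.1 and Nitab4.5_0000519g0010.1, ranged from 1.40 to 3.66 TPM in the habituated groups and were named after their values were seen. At limits of 1 and 2 TPM, 2 of the listed transcripts met the criterion in both lines, and 4 at 0.25 and 0.5 TPM, with transcripts outside the list not counted.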

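In exponential BY-2H cells, the most abundant transcripts of the list were AGL19 at 23.0 ± 2.43 TPM, MYB4-like at 11.1 ± 2.06, AGL29 at 9.28 ± 1.07 and ERF7 at 8.86 ± 0.804 TPM (SD, n = 3). Lower on that list came homologs of TCP1 (7.51 TPM) and JAGGED (6.94 TPM), and the tenth, a B3 domain factor, stood at 5.52 TPM. In exponential VBI-2 cells, NtPI-like1T reached 321 ± 27.4 TPM, and the NtAP3-likeT transcripts Nitab4.5_0002266g0060.1 and Nitab4.5_0002266g0050.1 reached 104 ± 3.36 and 101 ± 6.21 TPM (SD, n = 3). NtSEP1-likeS followed at 16.6 ± 1.86, and the tenth, a bHLH18 homolog, stood at 10.6 TPM.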

Transcript levels of the 10 most abundant in BY‐2H and VBI‐2 cells are shown in Figs S5 and S6, respectively. The most upregulated TFs in VBI‐2 cells were homologs of MADS family proteins APETALA3, PISTILLATA and SEPALLATA1 (Fig. 3c), which are naturally expressed in floral organs and are repressed by the POLYCOMB REPRESSIVE COMPLEX 2 (PRC2) in vegetative tissues (Kim *et al*., 2010). 

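NtPI-like1T (Nitab4.5_0000418g0050.1), a homolog of the petal and stamen identity gene PISTILLATA, had 2 reads over the 3 exponential VBI-0 libraries and was 3680-fold higher in VBI-2 (95% interval 1018 to 30394). In the stationary phase it stood at 216 ± 11.9 TPM in VBI-2 (SD, n = 3), 2109-fold higher (583.5 to 17422). The APETALA3 homolog Nitab4.5_0002266g0060.1 had no reads in VBI-0 and was at least 847-fold and 591-fold higher in exponential and stationary VBI-2, and Nitab4.5_0002266g0050.1 was 975-fold (175 to 38554) and at least 232-fold higher. NtSEP1-likeS, a homolog of the MADS-box cofactor SEPALLATA1, was at least 123-fold higher in exponential cells and 245-fold higher (43.5 to 9698) in stationary cells. NtSEP3S was 71.0-fold (27.4 to 262.5) and 398-fold (71.1 to 15765) higher, and the AGAMOUS homolog NtAG-likeS at least 14.6-fold and 14.7-fold higher. The adjusted p of NtPI-like1T was 8.89e-19 in the exponential phase and that of NtAG-likeS 5.24e-05 (edgeR's quasi-likelihood test). These 6 transcripts were in the list that was chosen on these libraries.

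**Figure D3:**
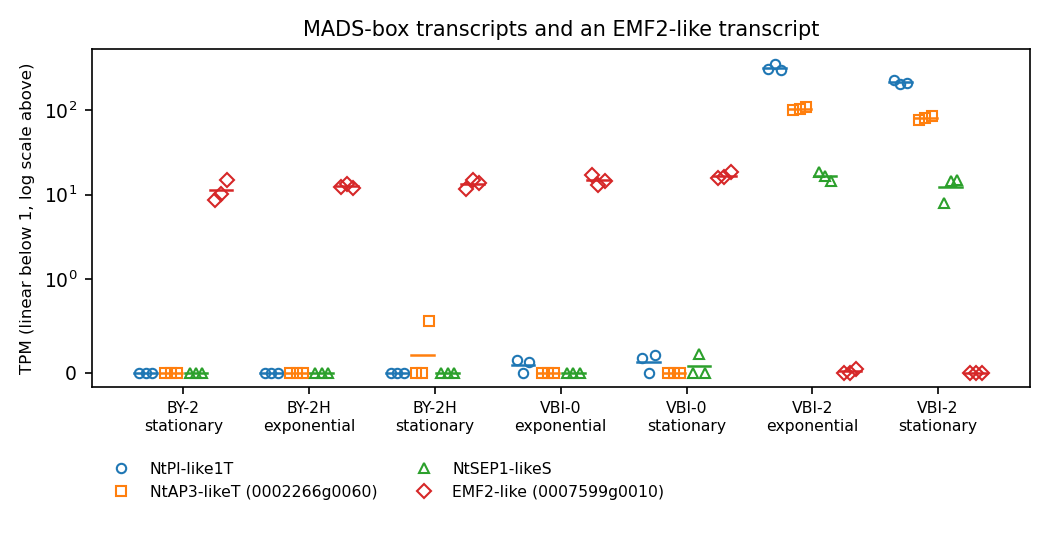
TPM per library of NtPI-like1T, NtAP3-likeT (Nitab4.5_0002266g0060.1), NtSEP1-likeS and the EMF2-like transcript Nitab4.5_0007599g0010.1 in the 7 groups, on an axis that is linear below 1 and logarithmic above. Points are libraries and lines are group means. The MADS-box transcripts are high in the VBI-2 libraries, where the EMF2-like transcript is at or near 0.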

Interestingly, we found that EMBRYONIC FLOWER 2 (EMF2), a component of this ‘vegetative type’ of PRC2 is strongly downregulated in VBI‐2 cells (Table S7). By contrast, in BY‐2H cells, the most transcribed line‐specific TFs were homologs of AGAMOUS‐like, MYB4‐like and ethylene‐responsive TFs, although their transcription levels were remarkably lower than the most abundant TFs in VBI‐2 cells.

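Of 4 EMF2-like transcripts in Table S7, 3 were lower in VBI-2 in both phases and 0 were higher (the same numbers adjusted over the list alone). Nitab4.5_0007599g0010.1 was nearly absent, with 14.8 ± 2.04 TPM in exponential VBI-0 (SD, n = 3) and 1 read over the exponential VBI-2 libraries, a 1729-fold difference (95% interval 310 to 68330), and at least 625-fold lower in the stationary phase. Nitab4.5_0000600g0150.1 fell from 16.2 ± 1.31 to 2.10 ± 0.244 TPM in exponential cells, a log2 fold change of −3.04 (SE 0.15, adjusted p = 3.79e-13, edgeR's quasi-likelihood test), and by −2.71 on the log2 scale in stationary cells. Nitab4.5_0001472g0030.1 had log2 fold changes of −1.70 and −2.22, and Nitab4.5_0002153g0020.1 of −0.45 and −0.39, under the limit of 1. As a set the 4 were lower in VBI-2 (adjusted p = 0.000116 and 6.69e-05, camera of limma), with adjusted p = 0.0187 and 0.0308 with an estimated correlation. In BY-2H none of the 4 was called in edgeR at the fold change limit, with log2 fold changes of 0.03, 0.58, 0.83 and 0.24, and without that limit Nitab4.5_0000600g0150.1 and Nitab4.5_0001472g0030.1 passed as higher.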

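AGL19, named after an AGAMOUS-like MADS-box gene, was 132-fold higher in stationary BY-2H than in BY-2 (95% interval 36.2 to 1095), at 27.0 ± 4.22 TPM (SD, n = 3). MYB4-like, a homolog of an R2R3 MYB factor, was 42.3-fold higher (14.2 to 207.5), and AGL29 and ERF7 had no reads in BY-2 and were at least 19.7-fold and 38.5-fold higher. Adjusted p-values were 3.46e-06 for AGL19, 6.33e-05 for MYB4-like, 0.000312 for AGL29 and 5.01e-05 for ERF7 (edgeR's quasi-likelihood test). In VBI-2, ERF7, AGL29 and MYB4-like had 0 TPM in all libraries, and AGL19 had 0.0539 TPM in exponential cells. The genes were among those chosen on these libraries, and BY-2H and BY-2 also differed in company and read type.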

These results strongly point to the completely different mechanisms of auxin habituation between the two habituated lines.

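AGL19, AGL29, MYB4-like and ERF7 were listed for BY-2H alone, and NtPI-like1T, NtAP3-likeT, NtSEP1-likeS and NtAG-likeS for VBI-2 alone. Summed over the 22 transcripts listed for BY-2H alone, TPM was 114 ± 4.75 in exponential and 112 ± 6.42 in stationary BY-2H, and 4.55 ± 0.675 and 4.34 ± 0.342 in VBI-2 (SD, n = 3 each). The 45 transcripts listed for VBI-2 alone summed to 769 ± 13.7 and 624 ± 10.4 TPM in VBI-2, and to 5.55 ± 0.918 and 4.98 ± 1.47 in BY-2H. In the dependent lines, both sums lay between 0.750 and 2.57 TPM. These lists were chosen on the same libraries and leave out the 5 transcripts that met the criterion in both lines, so the low sums in the dependent lines, and in part those in the other habituated line, follow from the choice. From the limited overlap of the DEG lists, the paper proposes that the mechanisms of auxin autonomy differ between BY-2H and VBI-2, and it adds the mostly separate sets of TFs to reason that habituation arose in different ways. Its other evidence includes the multiplied NtTIR1T region in BY-2H and auxin-free growth of BY-2 on NtTIR1T overexpression. For VBI-2 it includes MADS-box and EMF2 expression and a higher resistance to inhibitors of auxin signaling.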

### Auxin receptor NtTIR1T is strongly upregulated in BY‐2H as a result of extensive gene multiplication

Since the overexpression of *NtTIR1T* was a very promising candidate to induce auxin habituation of BY‐2H cells, we decided to analyze the background of its very high transcription levels. First, we verified the upregulated transcription of *NtTIR1T* by RT‐qPCR (Fig. 4a). We also confirmed *Nt*TIR1T upregulation at the protein level by mass spectrometry. *Nt*TIR1T in BY‐2H cells was the 398th most abundant protein out of more than 6000 identified proteins, exceeding the detection threshold more than 50‐fold. In the BY‐2 proteome, *Nt*TIR1T was not detected at all (Table S8). Next, we compared the promoter sequences of *NtTIR1* in BY‐2 and BY‐2H. They were identical, but the two reactions strongly differed in the PCR product level. Therefore, we performed quantitative PCR on DNA isolated from BY‐2 and BY‐2H cells using gene‐specific primers for *NtTIR1T* and its homolog *NtTIR1S*. The ratio of gene copy numbers was calculated using the equation for relative quantification. While the *NtTIR1T*/*NtTIR1S* ratio was *c*. 1 in BY‐2 cells, in BY‐2H, we found this ratio to reach a value of 230, which indicated massive multiplication of the gene in BY‐2H cells (Fig. 4b).

**Fig. 4:**
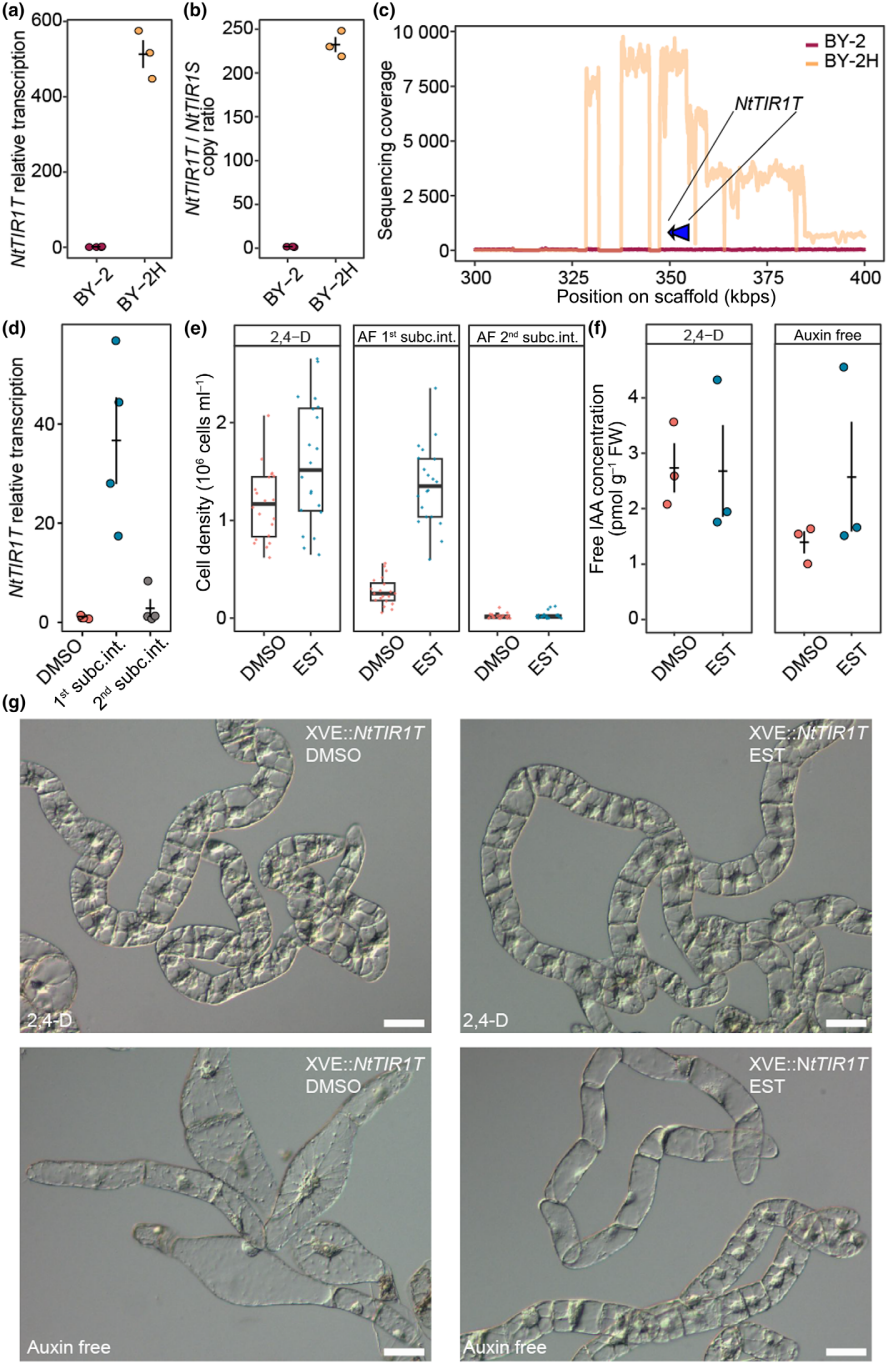
Evidence for *NtTIR1* gene multiplication in BY‐2H and auxin‐autonomous growth upon its overexpression in BY‐2 tobacco cells. (a) RT‐qPCR of *NtTIR1* in BY‐2 and BY‐2H cell lines. Error bars indicate average relative transcript levels ±SE. (b) Gene copy ratio of *NtTIR1T* and *NtTIR1S* determined by qPCR. Error bars indicate average gene copy ratio ±SE. (c) Sequence coverage of *NtTIR1T* gene obtained from whole‐genome sequencing data of BY‐2 and BY‐2H cells mapped against tobacco reference. Blue arrow indicates *NtTIR1T* region. (d) The relative transcription of *XVE::NtTIR1T* in noninduced (dimethyl sulfoxide (DMSO)) and induced (β‐estradiol, EST) BY‐2 cells in two subsequent subculture intervals (subc.int.). Error bars indicate average relative transcript levels ±SE. (e) Cell density in 2‐d‐old induced and noninduced *XVE::NtTIR1T* cells in control and auxin‐free (AF) media, determined in two subsequent subculture intervals. Boxplots show median, first and third quartiles, and the whiskers extend to the largest and smallest measured values. (f) Levels of endogenous free indole‐3‐acetic acid (IAA) in 2‐d‐old transgenic *XVE::NtTIR1T* cells in the first subculture interval. Error bars indicate average free IAA concentration ±SE. (g) Phenotype of *XVE::NtTIR1T* cells in control and auxin‐free media, differential interference contrast microscopy. Induction of *NtTIR1T* phenocopies the effect of 2,4‐dichlorophenoxy acetic acid (2,4‐D), whereas DMSO‐treated cells show a typical auxin‐starvation phenotype. Bars, 50 μm. TIR1, TRANSPORT INHIBITOR RESPONSE 1.

To verify the *NtTIR1T* gene multiplication, we performed whole‐genome DNA resequencing of BY‐2 and BY‐2H lines. We obtained 1.58 billion reads (almost 240 Gbps) for BY‐2 and 1.3 billion reads (almost 200 Gbps) for BY‐2H. Mapping of reads to the *Nicotiana tabacum* reference genome (Nitab‐v4.5_genome_Scf_Edwards2017) was done by bwa, and coverage of the *NtTIR1T* gene neighborhood was determined by samtools. Coverage of the region coding for *NtTIR1T* (scaffold Nitab4.5_0000824, pos 349 583–354 771 bps) was < 100× in BY‐2 and between 8000× and 9000× in the BY‐2H sample (Fig. 4c). Surprisingly, varying coverage near *NtTIR1T* in BY‐2H indicates that the multiplication occurred in several rounds with genomic regions of at least three different lengths, of which the longest is *c*. 142 kbp long. We also analyzed whether the multiplied *NtTIR1T* sequence was a subject of mutations, which might be positively selected in the cell culture to achieve altered auxin sensing. However, a detailed analysis of sequencing data revealed no change in the coding sequence (SNPs or indels) in any copy of the gene, indicating that the auxin autonomy was connected with the *NtTIR1T* upregulation itself.

Altogether, our data show that the increase in *NtTIR1T* expression was not driven by altered sequence or epigenetic labeling of the *TIR1* promoter as we expected, but by unusual multiplication of the *TIR1* chromosomal region.

### Overexpression of *NtTIR1T* and auxin biosynthetic genes in BY‐2 cells results in auxin‐autonomous proliferation

To test the role of TIR1 in auxin‐autonomous cell proliferation, we generated β‐estradiol‐inducible BY‐2 line *XVE::NtTIR1T*. We selected two independent lines with the highest *NtTIR1T* overexpression, showing approximately a 40‐fold increase in *NtTIR1T* transcription after induction compared with noninduced controls (Fig. 4d). The performance of the cells was monitored in the 2‐d‐old culture by quantification of cell density and by comparing the cell phenotypes microscopically. No difference was observed in the 2,4‐D‐supplemented samples between β‐estradiol‐treated and DMSO‐treated cells. However, in the absence of exogenous auxin, the noninduced cells showed all symptoms of auxin starvation and did not proliferate in contrast to induced cells, which showed no signs of auxin deficiency and whose proliferation activity was the same as that of the auxin‐supplemented cells (Fig. 4e,g). However, when we continued the cultivation of induced cells for one more subculture interval, the transcript levels of *NtTIR1T* were not increased likely due to rapid silencing of its expression (Fig. 4d). Although undesirable, this observation clearly validates the correlation between high *NtTIR1T* expression and cell proliferation independent of external auxin.

To determine whether the high expression of *NtTIR1T* is associated with higher levels of free IAA, we analyzed the levels of auxin metabolites and found no significant differences in all sample groups examined (Fig. 4f). Altogether, we conclude that high expression of the auxin receptor *Nt*TIR1T is sufficient for auxin‐autonomous proliferation of BY‐2 cells. To test whether the induction of auxin biosynthesis would also cause independence of the external auxin, we also prepared β‐estradiol‐inducible BY‐2 lines carrying two biosynthetic enzymes XVE::*NtTAA1* + *NtYUCCA3*. As expected, β‐estradiol‐treated cells of these lines showed no signs of auxin starvation and standard proliferation thanks to significantly increased IAA levels in comparison with DMSO‐treated culture (Fig. S7).

In summary, both increased IAA biosynthesis and enhanced sensitivity to IAA due to *TIR1* overexpression in the nonhabituated BY‐2 cells induced their proliferation even in the auxin‐free media.

## Discussion

### Regulation of cell proliferation by auxin *in planta* and in cell lines – different ways leading to the same result

Auxin is often described as a plant morphogen influencing plant body shape and development. The precise regulation of auxin action depends on its biosynthesis, metabolism and transport as well as on the cell‐specific context of the signal perception and transduction machinery. The evidence in plants shows that local synthesis of IAA is important for maintaining auxin maxima and the meristematic potential of cells in the quiescence centre of roots (Brumos *et al*., 2018; Cao *et al*., 2019). On the contrary, IAA biosynthesis does not change in response to wounding connected with callus induction, in contrast to elevated cytokinin levels (Ikeuchi *et al*., 2017). Elevated levels of auxin and cytokinins have been published in *Agrobacterium*‐induced tumors as well as in tumors of inbred *Nicotiana* lines or interspecies hybrids (reviewed in Dodueva *et al*., 2020). It shows that precise regulation of both auxin and cytokinin maxima enables strict control of cell proliferation sites *in planta*, preventing the development of tumors.

Unlike in tumors, proliferation of normal cells within the plant body is mostly dependent on phytohormonal and other stimuli from the surrounding cells. This is also reflected by the dependence of the *in vitro* cultured cell lines' proliferation on exogenously supplied phytohormones. An exact combination of auxins and cytokinins has to be used to establish cell lines. However, cytokinin dependence can be later easily abolished by a reproducible and reversible habituation process. It was shown that this process is based on the cytokinin deficiency‐induced modulation of gene expression accompanied by epigenetic reprogramming of the habituated culture. This can eventually lead to an increased expression of the cytokinin receptor AHK4, which is considered to be the main factor in cytokinin habituation (Pischke *et al*., 2006). In contrast to cytokinins, inducing auxin habituation simply by auxin starvation is rarely successful and appears hardly reproducible or reversible. Several studies have achieved auxin habituation by introducing a Ti plasmid from Agrobacterium, which carries *iaaM* and *iaaH* genes for IAA synthesis, or by physical or chemical mutagenesis (Binns & Meins, 1973; Noguchi *et al*., 1977; Binns *et al*., 1982, 1987; Campell & Town, 1991; Campell *et al*., 1992; Frank *et al*., 2000). Analysis of tobacco cell line 2B‐13 derived from BY‐2 line by long auxin starvation and UV irradiation (Noguchi *et al*., 1977) suggested that auxin habituation was connected with the presence of an extracellularly secreted factor CDF (Shimizu *et al*., 2006). Unfortunately, the habituated line was lost before providing functional evidence and the mechanism behind it (Nagata, 2023).

In the BY‐2H cell line analyzed in this study, the auxin autonomy seems to be primarily connected with increased auxin sensitivity resulting from enhanced expression of the *NtTIR1T* gene. The analysis of the BY‐2H genome revealed that the upregulation was caused by a massive multiplication of the *NtTIR1T* genomic region. The mechanism of amplification remains unclear and is a subject of the follow‐up research. Anyhow, as with most previously published studies on auxin habituation, the independence of exogenous auxin was a direct consequence of the altered genomic sequence of the habituated BY‐2H line.

In VBI‐2 cell line, we suppose that the auxin autonomy might be connected with altered epigenetic regulation by the PRC2. We hypothesize that upregulation of several MADS‐box gene homologs (*APETALA3*, *SEPALLATA3* and *PISTILLATA*) was caused by decreased expression of a PRC2 component EMF2, which is known to be involved in repression of these genes in *Arabidopsis thaliana* (Kim *et al*., 2010, 2012). Although the primary cause of the altered EMF2 expression might also result from mutation, the possible connection of auxin autonomy with upregulation of the set of flowering‐specific MADS‐box genes is an exciting hypothesis that is currently under investigation.

In summary, our results on the molecular mechanism of auxin autonomy on two independently habituated tobacco cell lines clearly show that, unlike cytokinin habituation, auxin autonomy is not a universally reproducible phenomenon and that there is no common mechanism of auxin habituation. As a proof of concept, we also succeeded in inducing auxin autonomy in BY‐2 cells by overexpression of auxin biosynthetic genes *NtTAA1T* and *NtYUC3T*. It shows another possible mode of auxin habituation which might be ‘naturally’ achievable by mutations in the regulatory regions of these genes. The habituation by either increased auxin biosynthesis or auxin sensing might present an appealing option for biotechnological use of cell lines.

### Overcoming the auxin starvation by enhancing auxin perception

Plant cell proliferation has long been considered dependent on auxin. However, as recently shown by Prigge *et al*. (2020), Arabidopsis zygote with knocked out all TIR1/AFB paralogs can undergo cell divisions even without the functional canonical auxin signaling pathway (Prigge *et al*., 2020; Shimotohno *et al*., 2021). In both lines analyzed here (BY‐2H and VBI‐2), cell proliferation was still dependent on auxin, although the mechanism of auxin autonomy differed. The auxin habituation of the BY‐2H line seems to result from the highly enhanced expression of the auxin TIR1 receptor gene. Our attempts to confirm it directly by silencing *NtTIR1T* in the BY‐2H line failed, but overexpression of the gene in BY‐2 induced proliferation independent of external auxin, which is strongly supportive of our hypothesis. The effect of *NtTIR1T* overexpression in both lines shows a highly interesting phenomenon that an increased number of auxin receptors are able to compensate to a certain extent for lower auxin availability. Although the intracellular concentration of free IAA is roughly comparable in BY‐2H and BY‐2 cells, the external 2,4‐D is completely missing in the case of BY‐2H. A similar mechanism of increased auxin sensitivity promoting a stronger response has been published in the context of stress reaction. Plants overexpressing auxin receptors were shown to have higher salt tolerance due to upregulated downstream auxin‐responsive genes (Xie *et al*., 2000; Yang *et al*., 2013; Chen *et al*., 2017; Salehin *et al*., 2019; Marzi *et al*., 2024). The observed effect of enhanced signaling due to higher receptor concentration can be explained by the shift in the thermodynamic equilibrium between free IAA and free TIR1 toward IAA bound to its receptor. The signal strength can be influenced by the concentration of each ‘reactant’, so a higher level of the receptor can mimic the effect of a higher level of the ligand (Goldbeter & Wolpert, 1990; Wend *et al*., 2013).

The interpretation of the effects of increased TIR1 levels is even more complicated when we consider the recently published activity of auxin receptors as producers of the cyclic adenosine monophosphate serving as second messengers in addition to the degron‐based signaling system (Qi *et al*., 2022, 2023). Also, recently, the link between the reactive oxygen species signaling pathway and auxin receptors was published. It was shown that FERONIA‐mediated oxidation influences the subcellular localization of TIR1 and AFB2 and thus their activity (Lu *et al*., 2024). With new discoveries, the auxin signaling pathway is becoming increasingly complex, requiring new approaches and further experiments.

### Microevolution in a flask with potential biotechnological applications

The auxin habituation in BY‐2H is also very interesting regarding the process itself of gaining independence from externally supplemented auxin. The amplification of the TIR1 region seems to be a consequence of in‐flask microevolution based on random genomic changes in conjunction with high selection pressure. It is possible that the amplification is still a running process since cells carrying higher TIR1 levels are likely positively selected thanks to a higher proliferation rate. The amplification of the 100‐kbp region containing the *NtTIR1T* gene is not comparable to any previously published data in plants. The phenomenon of microevolution in the flask has been observed in yeast, where changes in cell morphology and culture behavior have been documented after 600 generations of anaerobic stress (Bozdag *et al*., 2023) and even the ability to generate *de novo* genes from noncoding sequences has been shown in this species (Blevins *et al*., 2021; Parikh *et al*., 2022). However, the amplification of the genomic region with *NtTIR1T* in BY‐2H most closely resembles the bacterial response to rare environments, where gene amplification is an alternative way to increase the expression level of specific genes (Tomanek *et al*., 2020). A parallel may also be found in insect genomes, where duplications (amplifications) of genes for detoxification enzymes contribute to resistance to insecticides (Muthu Lakshmi Bavithra *et al*., 2023).

Interestingly, the *NtTIR1T* gene amplification was not counteracted by transcriptional or posttranscriptional silencing. Understanding the reasons behind this process and replicating it could find application in plant biotechnology. Also, the auxin habituation achieved by increased sensing or biosynthesis is of great interest for biotechnology applications, where the elimination of the harmful synthetic auxin could represent an interesting improvement in the plant cell culture cultivation.

## Competing interests

None declared.

## Author contributions

PJ and KM wrote the manuscript, planned experiments and processed data, as well as performed the majority of experiments. EK, ZV, LH and AB participated in cloning, maintained the cell cultures, collected samples and transformed the plant cells. PID and RV performed analytical determinations of auxin metabolites. AP participated in data analysis. MČ made phenotypical evaluations of the transformed cell lines. LF and JP reviewed the manuscript and participated in experimental design and planning. PJ and KM contributed equally to this work.

## Disclaimer

The New Phytologist Foundation remains neutral with regard to jurisdictional claims in maps and in any institutional affiliations.

## Supporting information

**Dataset S1** Complete dataset of transcript abundances (TPM) and results of statistical evaluation (Sleuth algorithms).

**Fig. S1** Effect of combined treatments with Yucasin DF and l‐kynurenine on the growth of calli.
**Fig. S2** Effects of combined treatments with Yucasin DF and l‐kynurenine on the growth of cell suspensions.
**Fig. S3** Effect of PEO‐IAA treatment on cell growth.
**Fig. S4** Heatmap displaying Jensen‐Shannon divergence coefficients for individual RNA‐seq sample comparisons.
**Fig. S5** Transcript levels (ln TPM) of top 10 most abundant transcription factors specific to BY‐2H.
**Fig. S6** Transcript levels (ln TPM) of top 10 most abundant transcription factors specific to VBI‐2.
**Fig. S7** Inducible overexpression of *NtTAA1* and *NtYUCCA3* allow auxin‐autonomous cell proliferation in BY‐2 cells.

**Table S1** List of primers for qPCR and NCBI identifiers of their target.
**Table S2** List of RNA samples used in transcriptome analysis.
**Table S3** List of significantly overrepresented GO terms (Biological Process) in selected differentially expressed transcripts.
**Table S4** List of auxin‐related genes.
**Table S5** Summary of gene classification in autonomous vs dependent line comparisons.
**Table S6** List of transcription factors and transcription regulators specific to auxin‐autonomous cell lines.
**Table S7** List of putative components of POLYCOMB REPRESSIVE COMPLEX (PRC2).
**Table S8** Identification and quantification of NtTIR1 protein by LC‐MS–MS analysis in extracts from 2‐d‐old BY‐2 and BY‐2H cells.
Please note: Wiley is not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

## Data Availability

Raw RNA‐seq data are available through GEO Series accession nos.: GSE160438 and GSE275968 at the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/). The data that support the findings of this study are included as part of the article or in Dataset S1, Figs S1–S7, and Tables S1–S8.

# Supplementary material for: A novel mechanism of auxin habituation: upregulation of auxin receptor TRANSPORT INHIBITOR RESPONSE 1 allows cell proliferation independent of external auxin
**Source:** New Phytol. 2025 Dec 9;249(3):1268–82. doi: 10.1111/nph.70763
**Supplement:** Supplementary file 2 — Fig. S1 Effect of combined treatments with Yucasin DF and l‐kynurenine on the growth of calli. Fig. S2 Effects of combined treatments with Yucasin DF and l‐kynurenine on the growth of cell suspensions. Fig. S3 Effect of PEO‐IAA treatment on cell growth. Fig. S4 Heatmap displaying Jensen‐Shannon divergence coefficients for individual RNA‐seq sample comparisons. Fig. S5 Transcript levels (ln TPM) of top 10 most abundant transcription factors specific to BY‐2H. Fig. S6 Transcript levels (ln TPM) of top 10 most abundant transcription factors specific to VBI‐2. Fig. S7 Inducible overexpression of NtTAA1 and NtYUCCA3 allow auxin‐autonomous cell proliferation in BY‐2 cells.

New Phytologist Supporting Information

Article title: A novel mechanism of auxin habituation: upregulation of auxin receptor TRANSPORT INHIBITOR RESPONSE 1 allows cell proliferation independent of external auxin

Authors: Pavel Jelínek, Karel Müller, Eliška Kobercová, Adéla Přibylová, Milada Čovanová, Petre I. Dobrev, Roberta Vaculíková, Zuzana Vondráková, Lenka Helusová, Anita Bírošíková, Lukáš Fischer, Jan Petrášek

Article acceptance date: 27 October 2025

The following Supporting Information is available for this article:

Fig. S1 Effects of combined treatments with Yucasin DF and L-kynurenine on the growth of calli.

Fig. S2 Effects of combined treatments with Yucasin DF and L-kynurenine on the growth of cell suspensions.

Fig. S3 Effect of PEO-IAA treatment on cell growth.

Fig. S4 Heatmap displaying Jensen-Shannon divergence coefficients for individual RNA-seq sample comparisons.

Fig. S5 Transcript levels (ln TPM) of top 10 most abundant transcription factors specific to BY-2H.

Fig. S6 Transcript levels (ln TPM) of top 10 most abundant transcription factors specific to VBI-2.

Fig. S7 Inducible overexpression of *NtTAA1* and *NtYUCCA3* allow auxin-autonomous cell proliferation in BY-2 cells.

Table S1 List of primers for qPCR and NCBI identifiers of their target.

Table S2 List of RNA samples used in transcriptome analysis.

Table S3 List of significantly overrepresented GO terms (Biological Process) in selected

differentially expressed transcripts.

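Table S4 gives TPM and the effect size b of sleuth's Wald test for auxin-related transcripts. All of its TPM values above 0 lay within 0.1% of the values quantified per library, in each of the 21 libraries. The b values followed the natural log of the TPM ratio, with a slope of 0.962 over 318 transcripts in the comparison of exponential BY-2H with BY-2, against 0.667 on log2. For NtTIR1T the table gives b = 5.14, which is 171-fold as a natural log, beside means of 1179 and 4.9 TPM in the paper's exponential BY-2H and BY-2 cells, a ratio of 240.6. A tobacco or homolog name, or a general label for PRC2 components, was at hand for 205 IDs, the RT-qPCR references included.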

Table S4 List of auxin-related genes.

Table S5 Summary of gene classification in autonomous vs dependent line comparisons.

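For VBI-2 against VBI-0, transcripts called in the same direction in both phases were counted per class. Among AUX/IAA repressors, 36 of 47 were lower and 4 higher in both phases, and among ARFs 20 of 48 were lower and 3 higher. Inactivation genes were lower in 18 of 26 cases and PIN efflux carriers in 6 of 8. Influx carriers were higher in 6 and lower in 7 of 15, and endomembrane carriers higher in 4 and lower in 1 of 16. Among 15 biosynthesis transcripts, the higher ones were NtAMI1S and the YUCCA8 homolog Nitab4.5_0007788g0010.1, and the 4 lower ones were both NtTAA2S transcripts, a YUCCA4 and a YUCCA6 homolog. NtTIR1T and NtTIR1S were the 2 of 13 receptor transcripts higher in both phases, and 0 were lower. For NtTIR1T the log2 fold change was 1.92 (SE 0.26, adjusted p = 2.08e-06, edgeR's quasi-likelihood test) in exponential and 1.50 in stationary VBI-2, and for NtTIR1S 2.21 and 1.54. With limma on log2(TPM + 1), the stationary call of NtTIR1T was lost at 0.94.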

Table S6 List of transcription factors and transcription regulators specific to auxin
autonomous cell lines.

Table S7 List of putative components of POLYCOMB REPRESSIVE COMPLEX (PRC2).

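Apart from the EMF2-like transcripts, Nitab4.5_0000397g0030.1 was lower in VBI-2 by log2 fold changes of −1.20 in exponential and −1.10 in stationary cells, and Nitab4.5_0005539g0030.1 by −1.23 and −1.06. Nitab4.5_0009192g0020.1 was higher, at 1.32 and 2.44. In BY-2H, Nitab4.5_0003914g0030.1 (2.78) and Nitab4.5_0004005g0020.1 (1.54) were higher and 0 of the 18 transcripts were lower in edgeR. These transcripts were named after their values were seen. Of the 18 listed transcripts, 5 were lower and 1 higher in each phase of VBI-2 (the same numbers adjusted over the list alone), and the whole list did not pass camera (adjusted p = 0.0507 and 0.0655).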

Table S8 Identification and quantification of NtTIR1 protein by LC/MS-MS analysis in extracts
from 2-day-old BY-2 and BY-2H cells.

Dataset S1 Complete dataset of transcript abundances (TPM) and results of statistical
evaluation (Sleuth algorithms).

Methods S1 [Click here to enter text.](#)

Notes S1 [Click here to enter text.](#)

Video/Movie S1 [Click here to enter text.](#)

Fig. S1 Effects of combined treatments with Yucasin DF and L-kynurenine on the growth of calli. Data points represent the fresh weight increase per individual callus after two weeks of treatment. Error bars indicate average weight increase $\pm$ SE. No effect of YucDF+Kyn treatment compared to DMSO treatment was statistically significant (Student t-test).

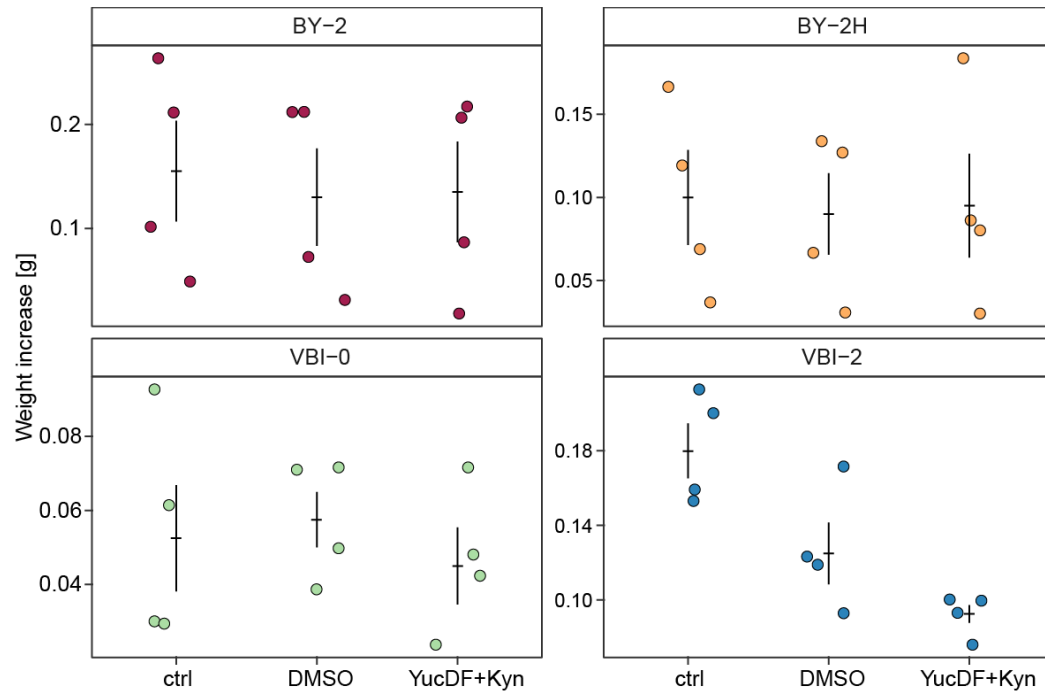

Fig. S2 Effects of combined treatments with Yucasin DF and L-kynurenine on the growth of cell suspensions. Data points represent the mean fresh weight of three 5 mL cell suspension aliquots. No effect of YucDF+Kyn treatment compared to DMSO treatment was statistically significant (Student t-test).

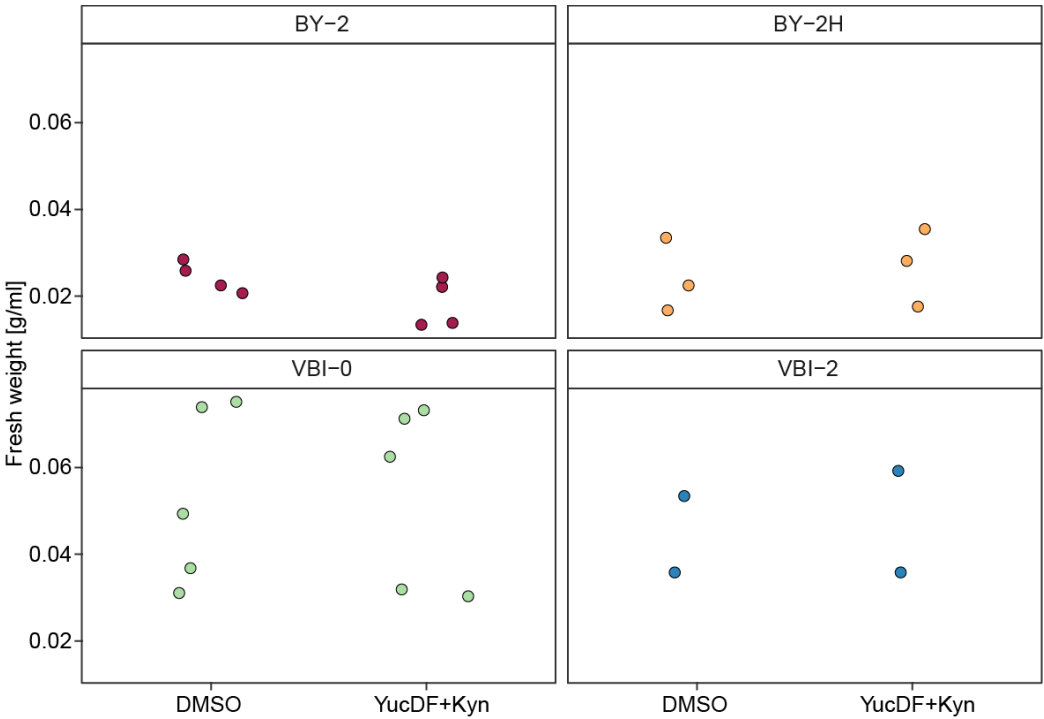

Fig. S3 Effect of PEO-IAA treatment on cell growth. Data points indicate relative cell counts related to the control (DMSO treatment).

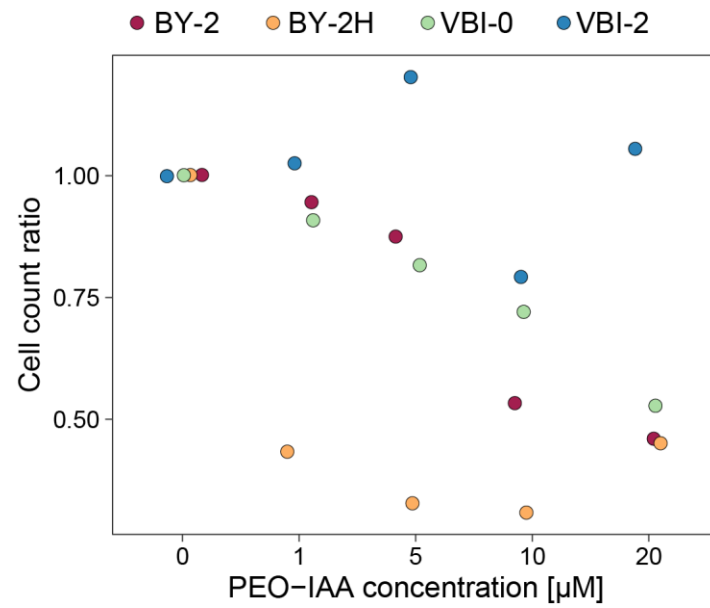

Fig. S4 Heatmap displaying Jensen-Shannon divergence coefficients for individual RNA-seq sample comparisons. RNA was isolated from approximately 50 mg of cell collected in their exponential (2-day-old cells for BY-2, 3-day-old cells for BY-2H, VBI-0 and VBI-2) and stationary (7-day-old for BY-2, 10-day-old for BY-2H, VBI-0 and VBI-2) phases. RNA-seq was performed by service companies GATC-Biotech and Novogene. Levels of transcript abundances were estimated using Salmon. Heatmap was generated by sleuth package in R.

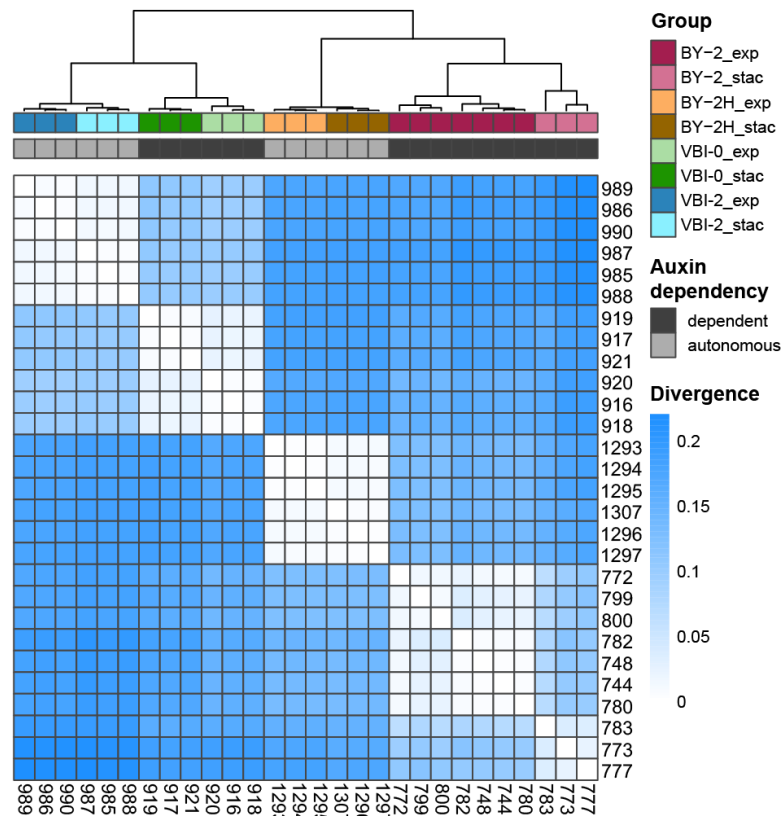

Fig. S5 Transcript levels (ln TPM) of top 10 most abundant transcription factors specific to BY-2H. Transcription factors in tobacco transcriptome dataset was first filtered to select only those specific to auxin habituated cell lines (TPM in all BY-2 and VBI-0 samples ≤ 0.5 AND TPM in all BY-2H and VBI-2 samples ≥ 1). Transcription of ten most abundant TFs in BY-2H_exp is shown in heatmap. Table S6 contains list of all filtered TFs.

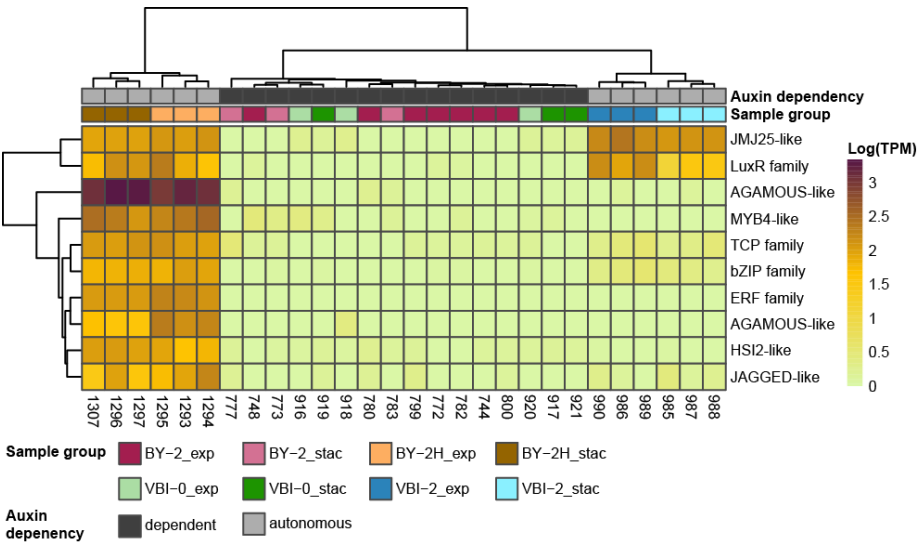

Fig. S6 Figure S6. Transcript levels (ln TPM) of top 10 most abundant transcription factors specific to VBI-2. Transcription factors in tobacco transcriptome dataset was first filtered to select only those specific to auxin habituated cell lines (TPM in all BY-2 and VBI-0 samples ≤ 0.5 AND TPM in all BY-2H and VBI-2 samples ≥ 1). Transcription of ten most abundant TFs in VBI-2_exp is shown in heatmap. Table **S6** contains list of all filtered TFs.

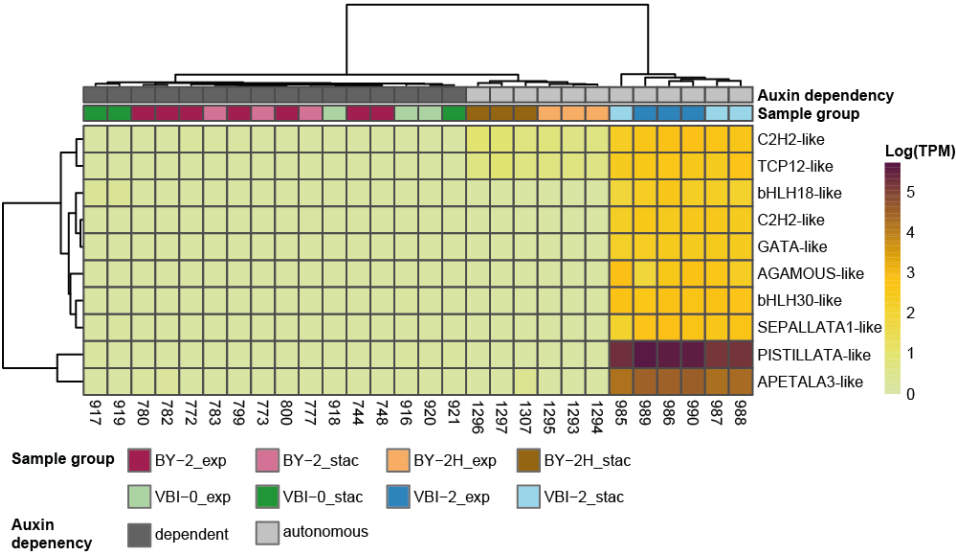

Fig. S7 Inducible overexpression of *NtTAA1* and *NtYUCCA3* allow auxin-autonomous cell proliferation in BY-2 cells (a) The relative transcription of *NtTAA1* and *NtYUCCA3* in 2-day-old *XVE::NtTAA1+NtYUCCA3* non-induced (DMSO) and induced (β -estradiol) cells. (b) Cell density in 2-day-old non-induced and induced *XVE::NtTAA1+NtYUCCA3* cells cultured in auxin-free medium. (c) Concentration of free IAA in 2-day-old non-induced and induced *XVE::NtTAA1+NtYUCCA3* cells cultured in auxin-free medium. (d) The representative images of 4-day-old non-induced and induced cells. Scale bar: 50 μ m.

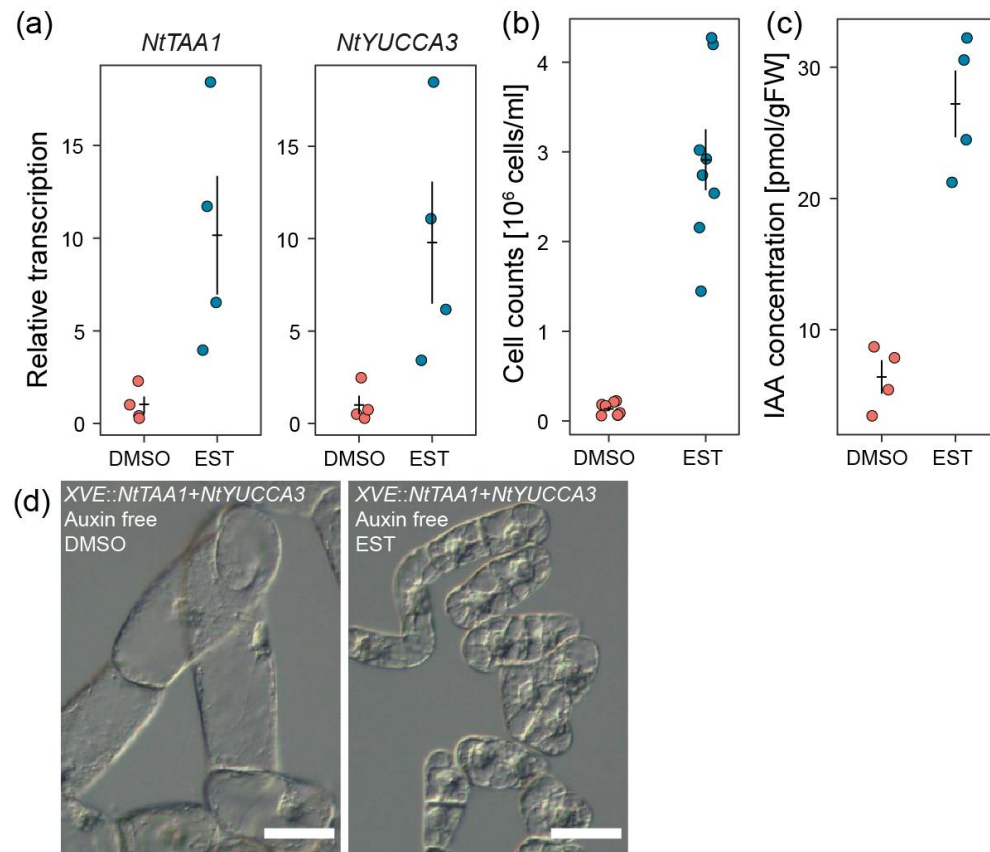

Table S1 [Click here to enter text.](#)

Methods S1 [Click here to enter text.](#)

Notes S1 [Click here to enter text.](#)

Video/Movie S1 [Click here to enter text.](#)

How the deposited data were processed for this re-analysis (not part of the article)

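RNA-seq libraries of 4 tobacco suspension lines were analysed: the auxin-dependent lines BY-2 and VBI-0 and the auxin-habituated lines BY-2H and VBI-2. There were 21 libraries in 7 groups of 3 replicates, since BY-2 was represented in the stationary phase alone. Conditions and replicate numbers were taken from the sample labels and matched to the sample IDs of Table S2, which lists replicate 3 for a stationary BY-2H sample that the labels give as replicate 2. The authors had quantified the reads with Salmon against the tobacco cDNA set whose transcript IDs begin with Nitab4.5. The paper names Rcorrector and Trim Galore before Salmon with corrections for position, sequence and GC bias and 30 bootstraps, and the labels name Trimmomatic and Salmon 1.3.0. As deposited by the authors, each library's table held Salmon's estimated counts of reads (read pairs in BY-2H), TPM and an effective length per transcript, with reads that fit several transcripts shared among them and no scaling between libraries. The bootstraps were not in these tables, so sleuth could not be run again.

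Median estimated reads per library were 13084324 in exponential and 12209235 in stationary BY-2H, 13039370 in stationary BY-2, 17750976 and 14317754 in VBI-0 and 16875279 and 16988687 in VBI-2. On simulated counts with 200 transcripts changed by known folds, the test with its fold change limit recovered 84%, 98% and 96% of 4-fold changes in the BY, exponential VBI and stationary VBI comparisons, and 13%, 27% and 49% of 2-fold changes, which lie at that limit. Of 43731, 46588 and 46558 transcripts tested, it called 25, 11 and 17 that had been left alone, and it gave 0 changed transcripts a wrong direction. Changed transcripts were drawn from those above a minimum mean read count, and counts were drawn with dispersions fitted by edgeR. Recovery of transcripts with fewer reads was therefore not measured, and the few false calls hold under that model. Each library was treated as a replicate.

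Estimated reads were rounded to whole numbers and normalized by TMM, and groups were compared with edgeR 4.0.16 (quasi-likelihood test, Benjamini-Hochberg adjustment) in R 4.3.3. Transcripts with a mean TPM above 0.5 in at least 1 of all 7 groups, and with reads in the libraries of the fit, were tested. Some tested transcripts therefore lay below that TPM in both lines of a comparison. DEGs had an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, which are the limits the paper states. BY-2H and BY-2 were fitted on 6 stationary libraries and the VBI lines on 12 libraries of both phases. An interaction of line and phase was tested in the VBI fit with the adjusted p alone, and the phases were compared within VBI-0, VBI-2 and BY-2H. The overlap of the lines was compared with the product of the list sizes over the number tested, with a two-sided Fisher's exact test. Auxin classes and the subgroups amino acid conjugation, methylation, oxidation, glycosylation, hydrolysis of IAA-amino acid conjugates and ABCB transporters came from Table S4, as did E2F and SKP2 homologs of the cell cycle, PRC2 components from Table S7 and line-specific factors from Table S6. The copy of Table S4 at hand lists fewer transcripts than the paper gives, but its 10 classes have as many members as Table S5 counts. They were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, in limma 3.58.1. Adjusted p-values of camera were taken over all lists together, including the line-specific factors chosen on these libraries. Runs of neighbouring transcripts that are silent or raised were counted by the order of the gene numbers in the IDs of each scaffold and compared with 10000 permutations. Silent transcripts had fewer than 1 read in every library of a line and a mean TPM of at least 2 in every group of the other line.

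Named genes were chosen before the data were examined, by a rule that took the genes the paper names and its tables identify, the RT-qPCR references, the 5 highest and 5 lowest called auxin-class transcripts per comparison without overlap between the groups, and the transcripts of the scaffold of NtTIR1T. Values of many of these had been seen in the paper's tables. Many genes added later are marked as such where they appear. Groups by product name and the highest and lowest named transcripts outside the auxin classes were also planned but not run, because the gene table at hand held none of the Nitab IDs and no product names for the accessions that the paper's tables pair with them. Alternatives were DESeq2 1.42.0, median-of-ratios scaling, no filter or edgeR's filterByExpr, an offset for effective length, limma on log2(TPM + 0.5) and log2(TPM + 1), all 21 libraries in one fit, 6 libraries per VBI comparison, the replicate number as a block, a natural-log fold change of at least 1 (1.44 on log2), no fold change limit, and leaving out each library in turn. After the data had been seen, a comparison of stationary VBI-2 with exponential VBI-0 was added for Table S7. Exponential BY-2 was left out because its libraries were not at hand.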

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

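The test of genes split into neighbouring transcripts and the splits for the interaction of line and phase and for the phase comparisons, were chosen after their results or those of related tests had been seen; the other tests were set before.

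Differences between phases in VBI were picked out by the interaction of line and phase in edgeR, where 3303 transcripts had an adjusted p of at most 0.05, 1938 with a larger and 1365 with a smaller log2 fold change of VBI-2 against VBI-0 in the stationary phase. The number fell to 1157 with all 21 libraries in one fit and to 1984 with limma on log2(TPM + 0.5). Among GH3 transcripts, 5 passed the interaction and were lowered further in stationary cells, with log2 values of −2.68 for NtGH3.1bT2, −1.00 for NtGH3.6dT Nitab4.5_0000677g0200.1, −2.22 for NtGH3.1bS1, −3.59 for NtGH3.1aT and −3.75 for NtGH3.1aS. The other GH3 transcripts tested did not pass, among them NtGH3.1bT1 (−1.40, adjusted p = 0.198, edgeR), NtGH3.6dS (−0.97, adjusted p = 0.144) and NtGH3.6bS (1.32, adjusted p = 0.101). Lowered further, among others, were the influx carriers NtLAX1aT (−1.52), NtLAX1aS (−1.22), NtLAX1bT (−1.80), NtLAX3T (−1.97) and NtLAX3S (−2.71), the oxidase homolog NtDAO1T (−1.87) and the AUX/IAA transcript Nitab4.5_0001556g0100.1 (−2.52). Other AUX/IAA transcripts passed as well, and Nitab4.5_0006985g0010.1 among them was lowered less in stationary cells (1.73). NtLAX1bT, NtLAX3T, NtLAX3S and Nitab4.5_0006985g0010.1 were not among the genes chosen beforehand. NtTAA1T Nitab4.5_0002255g0070.1 had an interaction value of −1.62, with the rise in VBI-2 in the exponential phase. When the phases were split at random within each line, the real split gave the most calls of 30 (1 as large, itself) and the highest other gave 2483, and when the lines were split within each phase the real split gave the most of 50 and the highest other 3214, close to the real 3303. The former scheme was adopted after the result of the latter had been seen, and both keep some real structure of the samples, so large numbers of calls in other splits may come from differences between lines or phases that the split left in place.

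Auxin-class transcripts with a gene name stood out where the call in BY-2H was opposite to both calls in VBI-2 and library values did not overlap between the groups. The difference was not tested. Higher in BY-2H and lower in VBI-2 were NtIAMT1bT (log2 fold change in BY-2H 2.32), NtIAMT1bS (1.63), NtPIN11T (1.57), NtPIN11S (3.32), NtPIN3bT (1.47), NtLAX1aT (2.55), NtDAO1T (1.25) and the YUCCA4 homolog Nitab4.5_0003128g0050.1 (fitted value 6.44 against 0 reads in BY-2). Lower in BY-2H and higher in VBI-2 were NtPILS5bT (−4.70), NtPIN2S (−2.54) and the NRT1 transcript Nitab4.5_0004430g0080.1 (−1.87).

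Signals outside those the paper discusses were also picked out. The RT-qPCR reference NtEF1a was lower in VBI-2 by a log2 fold change of −1.56 in exponential cells. NtTIR1T was higher in exponential VBI-2 too (1.92), at TPM of 3.39 against 0.869. The YUCCA8 homolog Nitab4.5_0007788g0010.1 had 12.2 TPM in exponential VBI-2 and no reads in VBI-0. Between stationary and exponential cells of one line, 4.45% of tested transcripts were called in VBI-0 (2157, and 71 in the highest of the other splits), 1.60% in VBI-2 (481 higher and 292 lower, highest other 2) and 2.68% in BY-2H (1200, highest other 0). Without a fold change limit, 1115 transcripts were higher and 1317 lower in stationary VBI-2, so that the excess of higher calls was lost. For these counts, 10 splits of 3 against 3 libraries are too few for a share under 0.05. The same limit holds for the 20386 calls between BY-2H and BY-2 and for the 18666 and 19350 calls in exponential and stationary VBI, where the highest other split gave 0. For calls in both VBI phases, the real split gave 15275 and the highest of the others 0, with 1 of 40 splits as large as the real one. The other splits mixed libraries of the 2 lines, which raises the spread within groups and leaves few calls whenever the lines differ. This shows that the libraries group by line, and it cannot weigh the number of calls further.

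The paper reports that a DNA segment around NtTIR1T is multiplied in BY-2H, and the neighbour Nitab4.5_0000824g0110.1 had a log2 fold change of 4.52 in BY-2H. Within 5 places of NtTIR1T, 3 of 8 tested transcripts were higher in BY-2H (37.5%, exact 95% interval 8.52% to 75.5%) and 20.3% of all others (two-sided Fisher's exact test, p = 0.210), which met the criterion set beforehand against a general rise, but that criterion was dropped after the result was seen because 8 transcripts leave an interval that holds 20.3% as well as much larger shares. Company and read type stay open for the number of raised neighbours, since 27.6% of 10000 random windows held as many, and they cannot be told apart from the line. Nitab4.5_0000824g0110.1 was picked out for its value, so a test of a link between its rise and NtTIR1T would be circular, and Nitab4.5_0000824g0060.1, the next transcript to NtTIR1T, was higher in BY-2H and in both phases of VBI-2. A segment that raises some but not all of the transcripts it holds is a candidate explanation, which RNA cannot separate from a local change in transcription.

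Runs of neighbouring transcripts silent in VBI-2 were picked out because 252 adjacent pairs were silent where 22.0 were expected (at most 41 in 10000 permutations, p = 0.0001, the smallest they can give), among 960 silent of 29413 expressed transcripts. Low depth is argued against by the ratio of observed to expected pairs of 13.7 at 5 TPM or more in VBI-0, and single genes split into neighbouring transcripts by the 37.2% of transcripts that were silent 3 to 5 places from a silent one (328 pairs, at most 48 in permutations). Quantification or annotation that zeroes neighbours in every library alike is argued against, since it would have zeroed these transcripts in VBI-0 too. There they had a mean TPM of at least 2 in both groups, with the same company and read type. The criterion set beforehand counted for this explanation, as the ratio for transcripts silent in VBI-0 was 13.3 and that for VBI-2 11.5. Segments lost or silenced in VBI-0 could give such a ratio too, so it cannot decide. Zeroing that differs between the lines stays open. Runs of 3 or more numbered 51 in VBI-2 (172 transcripts), 5 in VBI-0, 33 in BY-2H (112 transcripts) and 17 in BY-2, so such runs were not particular to VBI-2, and NtUGT3S and the AUX/IAA transcript Nitab4.5_0011578g0020.1 lay beside another silent transcript. Segments lost or silenced as a whole may account for the runs, but RNA alone does not separate loss from silencing.

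Reads of different length could have moved counts between S and T copies of auxin genes in BY-2H against BY-2, yet 0 of 25 tested pairs changed in opposite directions there, against 1 of 25 in stationary and 0 of 25 in exponential VBI-2 (two-sided Fisher's exact test, p = 1 against stationary VBI-2, read length moves reads between the S and T copies). The share lay at or below those in VBI-2, as set beforehand against this explanation, but the upper bound of the exact 95% interval is 13.7% against 4% in stationary VBI-2 and 0 in exponential VBI-2, so after the result was seen the 25 pairs were taken as too few to exclude it.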

How the results depend on the processing

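The comparison of stationary VBI-2 with exponential VBI-0 is the alternative chosen after the data had been seen; the others were set before. Of 734 values of comparison results under alternatives, 689 stayed on their side of the threshold or within 1.5 times the reported count, 40 moved beyond it, 5 lost their call and 0 reversed. Of 5307 values for 97 named genes, 5207 kept their call or lack of one, 64 lost it, 36 gained one and 0 reversed. The cause of the shifts was not tested, except that fold change limits act by construction.

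Without a fold change limit, 14131 transcripts were upregulated in exponential, 14374 in stationary and 11710 in both phases of VBI-2, the lines shared 3101 upregulated and 3977 downregulated transcripts and 6167 with opposite calls, and the phase comparisons gave 8764 in VBI-0, 2432 in VBI-2 and 4668 in BY-2H. At a natural-log fold change of at least 1, the lines shared 744 and 1429 transcripts with 2063 opposite, and the phase comparisons gave 1138, 411 and 598. Limma on log2(TPM + 1) called 6517 transcripts lower in BY-2H and 6812 in exponential VBI-2, 1083 lower in both lines, 1993 opposite, 1166, 418 and 573 between the phases of VBI-0, VBI-2 and BY-2H, 13 AUX/IAA and 13 ARF transcripts and 1 efflux carrier lower in BY-2H, and put NtTIR1T in stationary VBI-2 at 0.94, under the limit. On log2(TPM + 0.5), it called 1337 lower in both lines, 1984 for the interaction of line and phase, 713 between the phases of BY-2H and 1 efflux carrier lower in BY-2H. With all 21 libraries in one fit, the interaction gave 1157, and the phases of VBI-2 and BY-2H 478 and 570. filterByExpr left 1 efflux carrier lower in BY-2H. At TPM limits of 1 and 2, 33 of the factors already listed met the criterion in VBI-2 and 2 in both lines. Factors outside the list were not counted, so these numbers could only stay or fall. Adjacent pairs silent in VBI-2 were 141 at 5 TPM or more and 458 at fewer than 5 reads. With an estimated correlation, camera lost the AUX/IAA family in BY-2H (adjusted p = 0.495), ARFs in exponential and stationary VBI-2 (0.0894 and 0.0608) and inactivation in exponential VBI-2 (0.0851). Subgroups of the classes were not in this tally. Among them, camera also lost amino acid conjugation in BY-2H and both phases of VBI-2, methylation in exponential VBI-2 and glycosylation in both phases of VBI-2.

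Leaving out 1 library gave 8514 to 9969 upregulated and 9560 to 10542 downregulated transcripts in BY-2H, 6336 to 6458 and 8398 to 8576 in both VBI phases, 2535 to 3254 for the interaction, and 239 to 273 silent pairs. Efflux carriers lower in BY-2H ranged from 1 to 2, with 1 without BY-2H stationary replicate 1, BY-2H stationary replicate 3 or BY-2 stationary replicate 2. With the replicate number as a block, 9078 transcripts were higher and 9740 lower in BY-2H. Same-numbered libraries were not paired in their residuals (correlations across transcripts from −0.055 to 0.076).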

Differences from the paper's values

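The comparison of stationary VBI-2 with exponential VBI-0 was chosen after the values had been seen; the other alternatives were set before. The paper's lists for BY-2H rest on both phases of BY-2, whereas the values here are for the stationary phase alone, so that counts for BY-2H are not over the same libraries. The limits that the paper states, q at most 0.05 and fold change at least 2, were used, with sleuth in the paper and edgeR here. Since sleuth's b values followed the natural log, a limit of 1 set on b would be a natural-log limit. Whether the paper set its limit on b is not known. If it did, counts at the natural-log limit are the ones to set beside the paper's, and the others rest on a looser limit.

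The paper's count of transcripts higher in BY-2H is 5824 and the one found here 9610. The counts no longer differed by more than 1.5 times under filterByExpr (8127), at a natural-log fold change of at least 1 (7682) and without BY-2H stationary replicate 1 (8514) or replicate 2 (8556), and differed under the other 13 of 17 alternatives. The paper's count of downregulated transcripts is 5622 and the one here 10776, and 2 of 17 alternatives, limma on log2(TPM + 0.5) (7451) and log2(TPM + 1) (6517), brought them within that range. For transcripts upregulated in both lines the paper gives 625 and the count here was 1274, with 1 of 30 alternatives, the natural-log limit (744), in range. For those downregulated in both, the paper gives 940 and the count here was 2300, with limma (1337 and 1083) in range. For opposite regulation the paper gives 1620 and the count here was 3199, with limma on log2(TPM + 1) (1993) and the natural-log limit (2063) in range. For both phases of VBI-2 the paper gives 4797 upregulated and 6514 downregulated transcripts, and the counts here, 6537 and 8738, lay within 1.5 times of them and were 4717 and 6754 at the natural-log limit.

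The paper gives about a 30-fold higher abundance of NtTIR1T in BY-2H and a rank of 10 among upregulated genes. Here it was 125-fold higher and ranked 790 by fold change among transcripts with an adjusted p of at most 0.05. Of 15 alternatives, 0 brought either value into range (ranks from 20 with limma on log2(TPM + 1) to 1087). The paper's b of 5.14 for exponential cells is 35.4-fold as a log2 value and 171-fold as a natural log, on which scale its TPM means differ 240.6-fold. On the natural-log scale, b values of Table S4 have a slope of 0.962 against the TPM ratios.

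Of 40 counts per class in Table S5, 15 differed. In BY-2H the paper gives 3 biosynthesis transcripts higher and 1 lower, against 5 and 0 here. The number higher was within range under filterByExpr (2) and with the replicate number as a block or without BY-2H stationary replicate 1, BY-2H stationary replicate 3 or BY-2 stationary replicate 3 (4 each), and the number lower under no alternative. For inactivation, 1 higher in the paper and 4 here differed under all 17 alternatives. For reactivation, the paper gives 1 higher and 1 lower, against 2 and 2. The number higher was 1 at the natural-log limit and without BY-2H stationary replicate 2 or 3 or BY-2 stationary replicate 1 or 2, and the number lower was 1 with limma at both pseudocounts and at the natural-log limit. For influx, the paper gives 0 higher and 3 lower, against 1 and 5. The number higher differed under all alternatives, and the number lower was 4 with limma at both pseudocounts, at the natural-log limit and without BY-2H stationary replicate 1. For endomembrane transport, the paper gives 2 higher and 3 lower, against 1 and 7. The number higher was 2 with limma at both pseudocounts, all 21 libraries, no fold change limit and without BY-2 stationary replicate 3, and the number lower differed under all. ARF transcripts lower numbered 9 in the paper and 23 here, with 13 by limma on log2(TPM + 1) in range.

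Table S5 names no phase for VBI-2, and exponential cells were set against it. For VBI-2 the paper gives 3 endomembrane transcripts higher and 0 lower, against 6 and 1 in exponential cells here. The number higher was 4 with DESeq2, the length offset, limma at both pseudocounts, 6 libraries per comparison, the natural-log limit, and without VBI-0 exponential replicate 1 or VBI-2 exponential replicate 1, and the number lower was 0 with limma on log2(TPM + 1) and at the natural-log limit. ARF transcripts higher numbered 2 in the paper and 4 in exponential cells here, with 3 by limma at both pseudocounts and without VBI-2 exponential replicate 1, and 2 at the natural-log limit. SAUR-like transcripts higher numbered 1 in the paper and 2 in exponential cells here, with 1 under DESeq2, filterByExpr, all 21 libraries, the replicate number as a block, and without VBI-0 exponential replicate 1 or 3 or VBI-2 exponential replicate 1 or 2. SAUR-like transcripts lower numbered 1 in the paper and 3 in exponential cells here, with 1 by limma on log2(TPM + 0.5) and without VBI-2 exponential replicate 2. The other alternatives left these differences in place. Called in both phases were 4 endomembrane transcripts higher and 1 lower, 3 ARF transcripts higher, and 1 SAUR-like transcript higher and 1 lower, so that on those counts the 1 endomembrane transcript lower alone would differ from the paper.

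Of 36 b values in Table S7, 15 differed from the natural-log fold changes found here, all in the stationary column. A value differed if its sign changed or if it lay farther away than the SE computed from the F value, which is a narrow limit. Where a group had few or no reads, the interval or bound of the ratio was used instead. The paper's value and the one found here were −0.65 and −0.32 for Nitab4.5_0000283g0360.1, 0.51 and 0.30 for Nitab4.5_0000333g0090.1, and −0.67 and −0.76 for Nitab4.5_0000397g0030.1. Next came −1.72 and −1.88 for Nitab4.5_0000600g0150.1, 0.0551 and −0.0617 for Nitab4.5_0001169g0040.1, and −0.72 and −0.60 for Nitab4.5_0001295g0060.1. They were −1.23 and −1.54 for Nitab4.5_0001472g0030.1, 0.83 and 0.51 for Nitab4.5_0003540g0140.1, and −0.11 and 0.16 for Nitab4.5_0003914g0030.1. The pairs were −0.0998 and 0.0307 for Nitab4.5_0004005g0020.1, −0.48 and −0.32 for Nitab4.5_0004526g0050.1, and 0.53 and 0.25 for Nitab4.5_0005458g0030.1. The last were −0.82 and −0.73 for Nitab4.5_0005539g0030.1, 0.23 and 0.34 for Nitab4.5_0006552g0030.1, and 1.15 and 1.69 for Nitab4.5_0009192g0020.1. Among the alternatives set before, 15 of 22 brought Nitab4.5_0000397g0030.1 within range, and the effective length offset and limma on log2(TPM + 0.5) did so for Nitab4.5_0000600g0150.1 and Nitab4.5_0001169g0040.1, the latter with limma on log2(TPM + 1) too. Leaving out a stationary VBI-2 replicate did so for Nitab4.5_0000600g0150.1 (replicate 2 or 3), Nitab4.5_0001295g0060.1 (replicate 3) and Nitab4.5_0005539g0030.1 (replicate 2, and all 21 libraries in one fit). Limma did so for Nitab4.5_0001472g0030.1 (log2(TPM + 0.5)) and Nitab4.5_0009192g0020.1 (log2(TPM + 1)), and the other transcripts differed under all of them. Set against exponential VBI-0, a comparison chosen after the values had been seen, all 15 came within range, with a natural-log fold change of Nitab4.5_0000600g0150.1 of −1.76 and a natural-log fold change of Nitab4.5_0001472g0030.1 of −1.28. Over 17 transcripts with values in both, the stationary column lay at a standard deviation of 0.0329 from the natural-log TPM ratio against exponential VBI-0 and of 0.208 from that against stationary VBI-0, and the exponential column at 0.0385 and 0.210.

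For directions and rankings in the text, NtTIR1T was not among the 10 highest fold changes in any setting run, whereas its TPM ranked 40 in stationary BY-2H. NtAMI1S and NtTAA1T Nitab4.5_0000031g0380.1 in BY-2H, the UGT3 transcripts and the MADS-box transcripts had the direction that the paper states. So did 3 of 4 EMF2-like transcripts in VBI-2 and the called GH3 transcripts, except NtGH3.6xT, which was higher in BY-2H. NtAMI1T was not called in BY-2H at the fold change limit. The count of detected transcripts (49980 here) lay within 1.5 times of the paper's.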

Other observations

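The test of genes split into neighbouring transcripts was chosen after the result had been seen; other counts were set before. ABCB transporters, some of which carry auxin, went both ways: in BY-2H 2 of 16 were higher and 5 lower, among them NtABCB15T (log2 fold change −1.70) and NtABCB15S (−3.59), in exponential VBI-2 5 of 17 were higher and 4 lower, and in stationary VBI-2 3 and 3 (the same numbers adjusted over the list alone). NtABCB15T and NtABCB15S were lower in VBI-2 too, at −3.62 and −2.87 in exponential cells, and were picked out after their values were seen. Transcripts for hydrolysis of IAA-amino acid conjugates were higher in 2 and lower in 2 of 12 in BY-2H and higher in 1 and lower in 2 of 12 in both phases of VBI-2, where NtILR1aT was higher (3.66 and 4.18) and NtIAR3bT lower (−4.19 and −3.98), named after their values were seen. The median of that class in stationary VBI-2 was 0.16 although camera and fry put it on the lower side. Methylation transcripts (NtIAMT1 homologs) were all 4 lower in both VBI phases (adjusted p = 0.00206 and 0.000219 in camera, and 0.0616 and 0.0308 with an estimated correlation) and higher in 2 of 4 in BY-2H, and glycosylation transcripts (NtUGT3T and NtUGT3S) lower in all 3 comparisons, with camera at adjusted p = 0.00762 and 0.0137 in VBI-2 and at 0.0894 and 0.102 with an estimated correlation. Of 6 homologs of the cell cycle factors E2F and SKP2, 1 was higher (E2Fb Nitab4.5_0000380g0210.1, 1.92) and 1 lower (SKP2 Nitab4.5_0003622g0030.1, −1.65) in BY-2H, named after their values were seen, and 0 were called in VBI-2 by edgeR at the fold change limit.

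The RT-qPCR reference NtEF1a had a log2 fold change of −0.15 in BY-2H and −1.26 in stationary VBI-2, and the aminopeptidase reference of −0.24 in BY-2H and 0.33 and 0.34 in exponential and stationary VBI-2. NtDAO1S, the copy of NtDAO1T, had log2 fold changes of 0.27 in BY-2H and 0.58 and −0.35 in VBI-2, none of them called. NtYUCCA3T stood at log2 fold changes of 0.97 and 1.02 in VBI-2 and was not called, except without VBI-0 stationary replicate 1. Transcripts raised by a log2 fold change of at least 2 also lay beside each other more often than under permutation: 664 adjacent pairs in BY-2H (323 expected), 512 in exponential VBI-2 (150.9) and 537 in stationary VBI-2 (186.1). Silent transcripts did so as well in BY-2H (183 pairs, 43.7 expected) and BY-2 (81 pairs, 14.4 expected).

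Sets that did not pass camera of limma, with adjusted p in BY-2H, exponential VBI-2 and stationary VBI-2, were ABCB transporters (0.246, 0.743 and 0.436, on the lower side in VBI-2 where their median log2 fold changes were 0.37 and 0.15), hydrolysis of conjugates (0.457, 0.438 and 0.877), cell cycle factors (0.838, 0.339 and 0.453), oxidation (0.457, 0.743 and 0.228) and the RT-qPCR references (0.838, 0.400 and 0.575). Receptors (0.253, 0.227 and 0.877), influx (0.457, 0.371 and 0.0552), endomembrane transport (0.228, 0.171 and 0.0655) and SAUR-like transcripts (0.838, 0.954 and 0.877) did not pass either, nor did biosynthesis in VBI-2 (0.861 and 0.849). Of the line-specific factors, the BY-2H list was higher in BY-2H (adjusted p = 6.12e-18, camera, and 0.0355 with an estimated correlation) and the VBI-2 list in VBI-2 (6.06e-24 and 1.01e-21, and 0.0187 and 0.0235 with an estimated correlation), which follows from how the lists were chosen.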
